# Transcriptomic analysis of dystrophin RNAi knockdown reveals a central role for dystrophin in muscle differentiation and contractile apparatus organization

**DOI:** 10.1186/1471-2164-11-345

**Published:** 2010-06-01

**Authors:** Mohammad M Ghahramani Seno, Capucine Trollet, Takis Athanasopoulos, Ian R Graham, Pingzhao Hu, George Dickson

## Abstract

**Background:**

Duchenne muscular dystrophy (DMD) is a fatal muscle wasting disorder caused by mutations in the dystrophin gene. DMD has a complex and as yet incompletely defined molecular pathophysiology hindering development of effective ameliorative approaches. Transcriptomic studies so far conducted on dystrophic cells and tissues suffer from non-specific changes and background noise due to heterogeneous comparisons and secondary pathologies. A study design in which a perfectly matched control cell population is used as reference for transcriptomic studies will give a much more specific insight into the effects of dystrophin deficiency and DMD pathophysiology.

**Results:**

Using RNA interference (RNAi) to knock down dystrophin in myotubes from C57BL10 mice, we created a homogenous model to study the transcriptome of dystrophin-deficient myotubes. We noted significant differences in the global gene expression pattern between these myotubes and their matched control cultures. In particular, categorical analyses of the dysregulated genes demonstrated significant enrichment of molecules associated with the components of muscle cell contractile unit, ion channels, metabolic pathways and kinases. Additionally, some of the dysregulated genes could potentially explain conditions and endophenotypes associated with dystrophin deficiency, such as dysregulation of calcium homeostasis (*Pvalb *and *Casq1*), or cardiomyopathy (*Obscurin*, *Tcap*). In addition to be validated by qPCR, our data gains another level of validity by affirmatively reproducing several independent studies conducted previously at genes and/or protein levels *in vivo *and *in vitro*.

**Conclusion:**

Our results suggest that in striated muscles, dystrophin is involved in orchestrating proper development and organization of myofibers as contractile units, depicting a novel pathophysiology for DMD where the absence of dystrophin results in maldeveloped myofibers prone to physical stress and damage. Therefore, it becomes apparent that any gene therapy approaches for DMD should target early stages in muscle development to attain a maximum clinical benefit. With a clear and specific definition of the transcriptome of dystrophin deficiency, manipulation of identified dysregulated molecules downstream of dystrophin may lead to novel ameliorative approaches for DMD.

## Background

Duchenne Muscular Dystrophy (DMD) is a progressive and fatal muscle wasting disease, which occurs in 1 of 3500 male births worldwide [1]. DMD and related animal models such as that of the *mdx *mouse [2,3] are caused by mutations in the dystrophin gene that result in absence of the largest dystrophin isoform (Dp427) from skeletal, cardiac and smooth muscles, and the CNS [4,5]. While studies on whole animal and cell culture models of dystrophin deficiency have allowed significant progress in unraveling the molecular pathology underlying DMD, the precise pathophysiology remains poorly understood [6,7]. The cytoskeletal dystrophin protein exhibits complex interactions with many other structural and signalling molecules at the muscle sarcolemma, and its absence is associated with a diverse range of molecular and cellular disturbances [8,9]. For instance, alongside the absence of dystrophin, the stability and cellular localisation of many other proteins - the so called dystrophin associated proteins (DAPs) - are perturbed. These findings all suggest a complex primary and secondary pathophysiology associated with dystrophin deficiency.

Transcriptomic studies of diseased versus normal muscles could be very informative for understanding DMD pathophysiology. A number of groups have noted differences in the gene expression patterns between dystrophic muscle tissues of DMD patients and those of dystrophin-proficient individuals, or *mdx *compared to C57BL/6 (normal) mice [10-21]. However, studies of the direct and primary molecular sequelae of dystrophin deficiency in intact animals and tissues are complicated by secondary pathologies resulting from degenerative, regenerative, fibrotic and inflammatory changes. Cellular models of dystrophin deficiency can be complicated by non-clonal comparisons of cell lines, or by heterogeneous cellular composition (with variable myoblast, fibroblast, endothelial cell, and infiltrating blood cell content) when comparing deficient and control primary cultures. The optimum cellular model with which to evaluate the direct and primary molecular events associated with dystrophin deficiency involves a system in which expression of the protein can be manipulated experimentally in a cell autonomous manner.

RNA interference (RNAi) technology allows expression of a single gene transcript and protein product to be efficiently and specifically reduced or knocked down at the mRNA level [22]. This technique provides the opportunity to study these effects under controllable conditions, and is especially useful for multifunctional proteins such as dystrophin.

Here, we describe the specific and immediate effect of dystrophin deficiency on global gene transcription in primary muscle cell cultures in which dystrophin had efficiently been knocked down by RNAi. This approach provided the opportunity to compare the transcriptomes in dystrophin-deficient primary myotube cultures to that of their corresponding clonal cell populations, avoiding the heterogeneity routinely associated with primary cell cultures and tissue biopsies. Our results suggest that in striated myofibers, dystrophin is mainly required for proper development and organization of the contractile unit, implicating a novel pathophysiology for DMD. Genes associated with ion channels, metabolic pathways and kinases were also dysregulated in response to dystrophin deficiency. Abnormal expression of certain genes detected in our model could potentially explain conditions and endophenotypes associated with dystrophin deficiency, such as dysregulation of calcium homeostasis or cardiomyopathy.

## Results

### Transcriptome of dystrophin-deficient myotubes

We previously reported potent and specific knockdown of dystrophin using four different small interferring RNAs (siRNAs) [23]. Here, we used the most effective siRNA (referred to as D2) to knock down dystrophin in myotubes prepared from C57BL10 mice limb muscles. Briefly, siRNA transfections were performed at 100 nM on days two and four post-seeding and cells were collected on day six post-seeding, forty-eight hours after induction of differentiation (see **Materials & Methods **for further details). Figure 1 shows a western blot analysis of dystrophin expression in myotubes used for transcriptomic studies. This experiment showed close to zero expression of dystrophin in myotubes treated with the D2 siRNA, while this protein was well expressed both in myotubes treated with an siRNA targeting firefly GL2 luciferase (treatment control) and in untreated myotubes. No detectable change in myotube morphology was observed under phase-contrast microscopy, but immunostaining revealed an almost complete lack of dystrophin in D2 siRNA-treated myotubes (**data not shown**). In order to perform the transcriptomic analysis, we generated 7 biological replicates of primary myoblasts treated with the siRNA targeting dystrophin (D2), 7 biological replicates of primary myoblasts treated with the siRNA targeting luciferase (GL2, as treatment controls), and 4 replicates of untreated primary myoblasts (Untr.). The biological replicates were prepared and processed on 4 separate occasions, hence acting as independent replicates, too.

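Gene expression was measured in primary mouse myotubes, the multinucleated cells that myoblasts form when they fuse in culture. Each of the 18 cultures had its own Illumina MouseWG-6 v1.1 array. The groups were 7 cultures given the siRNA against dystrophin, 7 given the siRNA against GL2, a firefly luciferase that mouse cells lack, and 4 left untreated. Each array carries 46632 probes, of which 29976 have 1 gene in the annotation. Between 17551 and 18530 probes were detected per array (37.6% to 39.7%), at a detection p under 0.05. The number of arrays limits the precision of every value. The authors took bead intensities from BeadStudio, and then corrected the background, took log2 values and normalized by quantiles. The same steps were applied here to the deposited intensities, and all 3 groups entered 1 limma fit. Changes are given on the log2 scale with the standard error (SE) of that fit, from 7 dystrophin siRNA, 7 GL2 siRNA and 4 untreated arrays. A probe passed the test at an adjusted p under 0.05 (Benjamini-Hochberg over all probes). By their deviations from the group means the arrays fell into 4 clusters, which each held arrays of all 3 groups. For the mean of the fibroblast and matrix markers on each array, 83.3% of the variance within groups lay between these clusters. The share was 82.0% for the mean of the adipocyte markers, 75.5% for that of the fast-fibre genes and 16.3% for that of the slow-fibre genes. The median over single probes detected on at least 4 arrays was 40.9%, which is not the same measure as the shares of list means. The clusters were found from these same arrays. The clusters followed the array numbers in each group. Cluster 1 held array 1 of each group, and cluster 2 untreated array 2 and arrays 2 and 3 of each siRNA. Cluster 3 held untreated array 3 and siRNA arrays 4 and 5, and cluster 4 untreated array 4 and siRNA arrays 6 and 7. The paper gives the number of occasions and its text does not name the arrays of each, so these clusters are not known to be the occasions. A fit with the clusters as a block was chosen after the data were seen and is given beside some of the results.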

**Figure 1:**
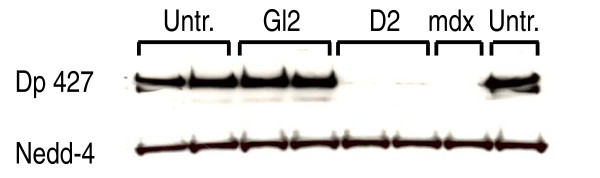
**Western blot showing strong dystrophin (Dp427) downregulation in myotubes treated with siRNA targeting dystrophin (D2)**. The samples were obtained directly from those used for gene expression arrays. Untr.: Untreated myotubes. GL2: Myotubes treated with siRNA targeting firefly luciferase. D2: Myotubes treated with an optimal siRNA targeting dystrophin (referred to as D2 in a previous study [23]). mdx: Myotubes prepared from muscles from *mdx *mice. Nedd-4: loading control.

We used Illumina gene expression arrays (Mouse whole genome-6 v1.1) to evaluate the myotubes under investigation, and analysed the data to determine the differentially expressed genes (see **Materials & Methods **for details). We made two statistical comparisons: 1) global gene expression in myotubes knocked down for dystrophin compared to the untreated myotubes (list 1); and 2) global gene expression in firefly GL2 siRNA-treated myotubes compared to the untreated myotubes (list 2). 

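Dystrophin (*Dmd*), the target of the siRNA and the gene mutated in DMD, fell in the dystrophin siRNA-treated myotubes. Its normalized log2 level was 8.31 ± 0.16 (SD, n = 7) there, against 10.22 ± 0.12 (SD, n = 4) in untreated and 10.32 ± 0.16 (SD, n = 7) in GL2 siRNA-treated myotubes. The change against untreated myotubes was -1.91 (SE 0.11, adjusted p = 8.2e-09), which leaves 26.6% of the untreated signal. All 7 dystrophin siRNA arrays lay below every untreated array (exact permutation test, two-sided, p = 0.00303, the smallest p that the 330 splits allow). GL2 siRNA left *Dmd* at 0.10 (adjusted p = 0.79), and the direct difference between both siRNAs was -2.01 (adjusted p = 2.1e-11). Another detected *Dmd* probe was at -0.69 (adjusted p = 0.096) against untreated and at -0.60 (adjusted p = 0.033) against GL2 siRNA-treated myotubes. Over the whole array, 461 probes changed with dystrophin siRNA against untreated (147 higher and 314 lower). *Eef1a2*, an elongation factor of muscle and neurons, fell by 2.73 (SE 0.27, adjusted p = 6.7e-06, with untreated array 1 at 10.30 and the others at 9.97 to 10.01), and *Tmem40*, a membrane protein gene detected on 2 of the 4 untreated arrays, rose by 1.57 (SE 0.28, adjusted p = 0.0055). *Eef1a2* was also lower with GL2 siRNA, at -1.44 (adjusted p = 0.0095), and its direct difference between the siRNAs was -1.29 (adjusted p = 0.0014). Another *Eef1a2* probe was at -1.29 with dystrophin siRNA (adjusted p = 0.025) and at -1.09 with GL2 siRNA (adjusted p = 0.079). The direct difference of that probe was -0.20 (adjusted p = 0.82). With GL2 siRNA, 394 probes changed (185 higher and 209 lower). Among them *Slitrk4*, a neuronal adhesion gene, fell by 1.93 (SE 0.28, adjusted p = 0.001), and *Lrtm1*, a leucine-rich repeat gene, rose by 1.37 (SE 0.26, adjusted p = 0.013, and 0.069 without untreated array 1). Between the siRNAs, 1882 probes differed (822 higher and 1060 lower with dystrophin siRNA). With the clusters of arrays as a block the counts were 791, 1136 and 2966. Leaving out untreated array 1, 3 or 4 lowered the dystrophin siRNA count to 306, 281 or 302, and the GL2 siRNA count fell to between 194 and 247 without any 1 of the 4 untreated arrays or GL2 siRNA array 7.

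**Figure D1:**
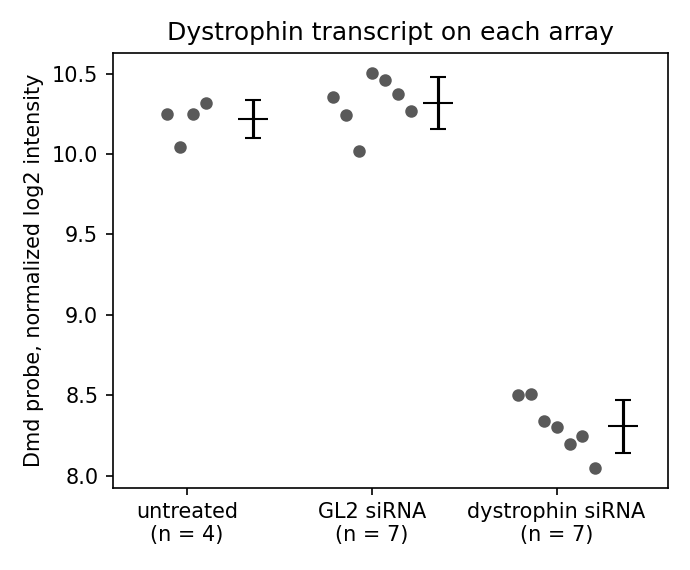
Normalized log2 level of *Dmd* on each array (vertical axis) by group (horizontal axis). Points are arrays and the line and bar are the mean and SD. The 7 dystrophin siRNA arrays lie between 8.05 and 8.51, and the untreated arrays between 10.05 and 10.32.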

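Probes that changed with dystrophin siRNA and did not pass the test with GL2 siRNA numbered 398, of which 260 were lower and 138 higher. *Dupd1*, a dual-specificity phosphatase of muscle, had among the largest falls at -2.32 (SE 0.24, adjusted p = 1.2e-05), and was detected on 1 of the 7 dystrophin siRNA arrays. It was higher with GL2 siRNA (adjusted p = 0.016) once the clusters of arrays entered as a block, and in 5 other settings. *Pla2g4e*, a cytosolic phospholipase, fell by 2.15 (SE 0.21, adjusted p = 8.7e-06), *Thrsp*, a regulator of lipid synthesis, by 2.09 (SE 0.37, adjusted p = 0.0046) and *Igfn1*, an immunoglobulin-domain protein of the Z-disc, by 2.01 (SE 0.20, adjusted p = 8.5e-06). The imprinted genes *Zim1* and *Meg3* rose by 1.41 (SE 0.23, adjusted p = 0.0029) and 1.31 (SE 0.23, adjusted p = 0.0053), and *Ildr2*, a gene of lipid handling, by 1.43 (SE 0.26, adjusted p = 0.0055). Of these probes, 319 also differed directly between the dystrophin and GL2 siRNAs in the same direction. A probe left out of the GL2 siRNA list is not thereby shown to differ between the siRNAs. Removing probes at an unadjusted p under 0.05 with GL2 siRNA left 249, and the clusters of arrays as a block gave 613. On the authors' values that block gave 545, the same probes as in the paper's Additional file 1.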

By removing from list 1 the genes in common between lists 1 and 2, we created a main list of genes changed specifically by dystrophin knockdown (Additional file 1). Then we made a final list of dysregulated genes by compiling those from the main list that changed by more than 1.5 fold (with an adjusted (Benjamini-Hochberg multiple testing corrected) *p *values less than 0.05) (Additional file 2), and those that changed in both comparisons but in different directions (Additional file 2, *italics*; see Additional file 3 for all genes common to list 1 and 2). 

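*Dcx*, a microtubule protein of migrating neurons, rose with dystrophin siRNA by 1.94 (SE 0.28, adjusted p = 8.8e-04). It was at least 5.60-fold lower with GL2 siRNA (adjusted p = 4.1e-07), where no array detected it. *Col23a1*, a transmembrane collagen, fell by 1.09 (SE 0.14, adjusted p = 1.3e-04) with dystrophin siRNA and rose by 1.45 (SE 0.14, adjusted p = 6.6e-06) with GL2 siRNA. *Ufsp1*, a protease of the UFM1 pathway, followed the same course at -0.67 (SE 0.11, adjusted p = 0.0037) and 1.33 (SE 0.11, adjusted p = 2.3e-06). *Kcnc4*, a potassium channel, fell in both, by 1.48 (SE 0.22, adjusted p = 9.3e-04) and 1.91 (SE 0.22, adjusted p = 8.3e-05). *Rec8*, a meiotic cohesin, was at least 3.68-fold lower with dystrophin siRNA (adjusted p = 1.9e-05) and fell by 1.62 (SE 0.31, adjusted p = 0.013) with GL2 siRNA, a call that ended without untreated array 1, 3 or 4 (adjusted p from 0.054 to 0.07). In all, 63 probes changed in both comparisons, 28 in the same and 35 in opposite directions. The final list held 301 probes of 266 genes, 33 of the probes from the opposite part. Of these, 259 also passed the direct test between the siRNAs (86.0%, Clopper-Pearson 95% interval 81.6% to 89.8%). Both comparisons share the 4 untreated arrays. Independent lists of these sizes would share 1.99 probes in the same and 1.90 in opposite directions. Simulations with no change shared 0 in 20 draws, but called at most 1 probe per comparison. They therefore cannot show how many shared probes the common untreated arrays add. Across probes, which are not independent, the changes correlated at r = 0.428, against 0.637 in those simulations. With the untreated arrays divided between the comparisons, these called only 131 to 158 probes with dystrophin siRNA and 77 to 141 with GL2 siRNA. Of these, 5 to 7 were shared in the same and 7 to 13 in opposite directions. With the clusters of arrays as a block, 178 probes were shared (108 in the same and 70 in opposite directions, the other way round from 28 and 35), and without untreated array 2, 3 or 4 the shared probes numbered 41, 41 and 39.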

To confirm the array data, we performed RT-qPCR on six of the dysregulated genes. As demonstrated in Figure 2, RT-qPCR confirmed gene expression changes and corroborated the array data.

**Figure 2:**
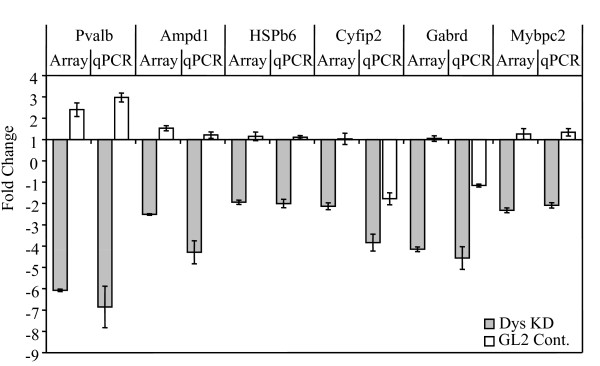
**RT-qPCR experiment supporting expression array data**. For RT-qPCR, the cDNAs made using 4 untreated biological replicates were pooled in equal amounts and used in triplicate per experiment as a reference. For each of the treatments (dystrophin knockdown (KD) or GL2 siRNA), the biological replicates from two treatment occasions (two biological replicates per each treatment occasion) were used. For each treatment occasion, the cDNAs from each biological replicate were mixed in equal amounts and used in triplicate. Relative gene expression was calculated by the ΔΔCT method. Y axis: the normalised ratio (fold change) of expression between the treated samples (Dystrophin KD or GL2 siRNA control) versus untreated samples. Error bars indicate mean +/- 1 SD.

Many genes of interest with respect to skeletal muscle function or the DMD phenotype can be identified amongst the dysregulated genes displayed in Additional file 2. At first glance, several genes that have been associated with various myopathies are recognised amongst the differentially regulated genes. These include kyphoscoliosis peptidase (*Ky*) [24], cofilin 2 (*Cfl2*) [25,26], calpain 3 (*Capn3*) [27], titin-cap (*Tcap*) [28,29] and phosphofructokinase (*Pfkm*) [30-32] (see Table 1 for all genes from Additional file 2 cited in the text).

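All 5 of these genes were lower with dystrophin siRNA than in untreated myotubes. *Ky*, a muscle protease needed for muscle growth, fell by 2.06 (SE 0.15, adjusted p = 1.1e-07). The calcium-dependent protease *Capn3* fell by 1.07 (SE 0.13, adjusted p = 6.1e-05). *Tcap*, which caps titin at the Z-disc, fell by 0.80 (SE 0.11, adjusted p = 4.1e-04), and *Pfkm*, the muscle enzyme of a committed step of glycolysis, by 0.62 (SE 0.08, adjusted p = 4.3e-04). *Cfl2*, which severs actin filaments, fell by 0.80 (SE 0.16, adjusted p = 0.011). The call of *Cfl2* ended without untreated array 2 or 3 (adjusted p = 0.053 and 0.056), and its brighter probe was at -0.19 (adjusted p = 0.66). The dimmer probe of *Pfkm* was at -0.80 (adjusted p = 0.058). Single arrays stood apart in each gene. Untreated array 4 was at 11.08 in *Ky* (others from 11.18) and at 8.47 in *Cfl2* (others 8.82 to 8.89), untreated array 2 at 13.92 in *Tcap* (others 14.13 to 14.16) and at 14.24 in *Pfkm* (others 14.40 to 14.43), as did GL2 siRNA array 3 (14.22, others 14.40 to 14.53) and dystrophin siRNA array 6 (13.52, others 13.74 to 13.84), and dystrophin siRNA array 4 at 8.45 in *Capn3* (others 7.88 to 8.11).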

**Table 1:** Gene differentially regulated by dystrophin deficiency and cited in the text

Entrez ID	Gene Symbol	Gene Name	Fold Change	Adjusted *p *value
*66211*	*Rpl3l*	*ribosomal protein l3-like*	*-6.3*	*3.80E-08*
13405	Dmd	dystrophin, muscular dystrophy	-3.7	9.54E-08
*19293*	*Pvalb*	*parvalbumin*	*-6.1*	*9.54E-08*
*78785*	*Clip4*	*CAP-GLY domain containing linker protein family, member 4*	*-3*	*9.54E-08*
*16716*	*Ky*	*kyphoscoliosis peptidase*	*-4.1*	*1.48E-07*
*59011*	*Myoz1*	*myozenin 1*	*-3.6*	*2.46E-07*
19130	Prox1	prospero-related homeobox 1	3	2.55E-05
233199	Mybpc2	myosin binding protein c, fast-type	-2.3	3.81E-05
12335	Capn3	calpain 3	-2.1	3.82E-05
*18682*	*Phkg1*	*phosphorylase kinase gamma 1*	*-3.9*	*3.82E-05*
14403	Gabrd	gamma-aminobutyric acid (gaba-a) receptor, subunit delta	-4.2	8.94E-05
243912	Hspb6	heat shock protein, alpha-crystallin-related, b6	-1.9	1.77E-04
*140781*	*Myh7*	myosin, heavy polypeptide 7, cardiac muscle	*2.7*	*2.10E-04*
21393	Tcap	titin-cap	-1.7	2.45E-04
76469	Cmya5	cardiomyopathy associated 5	-1.8	2.74E-04
380698	Obscn	obscurin, cytoskeletal calmodulin and titin-interacting RhoGEF	-2	3.19E-04
76884	Cyfip2	riken cdna 1500004i01 gene	-2.1	4.12E-04
12632	Cfl2	cofilin 2, muscle	-1.7	8.51E-04
100072	Camta1	calmodulin binding transcription activator 1	-1.6	8.96E-04
20266	Scn1b	sodium channel, voltage-gated, type i, beta	-1.7	9.09E-04
18642	Pfkm	phosphofructokinase, muscle	-1.5	1.10E-03
*11448*	*Chrne*	*cholinergic receptor, nicotinic, epsilon polypeptide*	*-3.4*	*1.16E-03*
74769	Pik3cb	phosphatidylinositol 3-kinase, catalytic, beta polypeptide	1.5	1.25E-03
12372	Casq1	calsequestrin 1	-1.6	3.27E-03
14245	Lpin1	lipin 1	-1.5	3.79E-03
109731	Maob	monoamine oxidase b	-1.5	4.95E-03
12575	Cdkn1a	cyclin-dependent kinase inhibitor 1a (p21)	-1.5	6.65E-03
*14555*	*Gpd1*	*glycerol-3-phosphate dehydrogenase 1 (soluble)*	*-1.7*	*6.65E-03*
*19309*	*Pygm*	*muscle glycogen phosphorylase*	*-1.6*	*7.55E-03*
26409	Map3k7	mitogen activated protein kinase kinase kinase 7 (Synonym Tak1)	1.5	1.22E-02
338372	Map3k9	mitogen-activated protein kinase kinase kinase 9	1.8	1.66E-02
11474	Actn3	actinin alpha 3	-1.6	1.75E-02
20661	Sort1	sortilin 1	1.6	1.82E-02

This table details genes from Additional file 2 that were cited in the text. Table sorted by ascending adjusted *p *values. *Italicized *genes are those dysregulated in dystrophin siRNA treated samples versus untreated samples, but changing in the opposite direction in the GL2 siRNA treated versus untreated samples (see result section for details).

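With GL2 siRNA, *Pvalb*, the calcium buffer of fast fibres, rose by 1.26 (SE 0.18, adjusted p = 7.3e-04) against untreated myotubes. *Chrne*, the adult subunit of the acetylcholine receptor, rose by 1.48 (SE 0.26, adjusted p = 0.0064) and *Phkg1*, which activates glycogen breakdown, by 1.11 (SE 0.19, adjusted p = 0.0047). *Myh7*, the slow and cardiac myosin heavy chain, fell by 2.62 (SE 0.16, adjusted p = 2.6e-08). *Ky* and *Pygm*, the muscle glycogen phosphorylase, rose by 0.69 (SE 0.15, adjusted p = 0.031) and 0.51 (SE 0.11, adjusted p = 0.031). Both calls ended without any 1 of the untreated arrays and in some other left-out fits, with adjusted p up to 0.11 and 0.12, and with only the compared groups in the fit, and that of *Pygm* also with median centring and with replicate number as a block. Replicate number joins untreated arrays 3 and 4 to siRNA arrays of other clusters, so that block does not follow the clusters against untreated. The glycolytic gene *Gpd1* was 2.15-fold higher (adjusted p = 0.044), a call that ended in 14 of the 18 fits that left out 1 array (adjusted p from 0.05 to 0.17), with median centring and on the authors' values. *Rpl3l*, a muscle ribosomal protein, was at 0.50 (SE 0.17, adjusted p = 0.21), *Clip4*, a microtubule-binding protein, at 0.39 (SE 0.10, adjusted p = 0.088) and *Myoz1*, a calcineurin-binding protein of fast fibres, at 0.59 (SE 0.14, adjusted p = 0.058). With the clusters of arrays as a block these 3 genes passed the test (adjusted p = 0.037, 0.021 and 0.0084).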

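The probe of *Dmd* had rank 1 by p among the 46632 probes in dystrophin siRNA-treated against untreated myotubes. *Rpl3l*, a paralog of a ribosomal protein that striated muscle expresses, had rank 2 and fell by 2.72 (SE 0.17, adjusted p = 2.3e-08). *Clip4*, a linker protein of microtubules, had rank 3 and fell by 1.59 (SE 0.10, adjusted p = 2.6e-08), and its other probes were at -1.37 and -1.41. *Ampd1*, the muscle AMP deaminase, had rank 5 and fell by 1.34 (SE 0.09, adjusted p = 2.6e-08). *Pvalb* (parvalbumin) had rank 6 and fell by 2.67 (SE 0.18, adjusted p = 2.7e-08). Its level was 10.01 on dystrophin siRNA array 1 and between 8.76 and 9.08 on the other dystrophin siRNA arrays.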

With respect to the significance of change, dystrophin transcript is positioned to the top of the list of significantly changing genes, only next to ribosomal protein L3-like (Rpl3l). 'CAP-GLY domain-containing linker protein family, member 4' (*Clip4*) and Parvalbumin (*Pvalb*) are two other transcripts with associated *p *values similar to that of dystrophin transcript.

Ion channels [33], metabolic pathways [34-37] and kinases-related signaling pathways [38-40] are affected in dystrophin-deficient muscle cells. Several genes of each group were dysregulated in dystrophin-deficient myotubes in our experiment. For ion channels, *Scn1b *is downregulated both as reported by Pescatori *et. al. *[14] and in our experiments. 

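*Atp1b4*, of the gene family of sodium pump beta subunits, and the sodium pump subunit *Atp1b2* fell against untreated myotubes by 1.97 (SE 0.29, adjusted p = 0.001) and 1.46 (SE 0.15, adjusted p = 1.4e-05, with dystrophin siRNA array 1 at 8.24 and the others at 7.17 to 7.58), and the potassium channel *Kcnc1* by 1.00 (SE 0.19, adjusted p = 0.0081). The direct difference of *Atp1b4* between the siRNAs was -0.86 (adjusted p = 0.063). *Cacna2d1*, a subunit of the muscle calcium channel, rose by 0.86 (SE 0.16, adjusted p = 0.0073), and *Kcnma1*, a calcium-activated potassium channel, was at least 1.54-fold higher (adjusted p = 0.014, with untreated array 1 at 4.67 and the others at 4.45 to 4.48). The call of *Kcnma1* ended without untreated array 2, 3 or 4 (adjusted p from 0.053 to 0.056). Of 22 muscle ion channels and pumps measured, 10 were lower and 3 higher (12 lower and 4 higher when adjusted over the list alone). The 10 include *Kcna7*, which was detected on 0 arrays and did not pass without untreated array 2 or 4 (adjusted p = 0.08 and 0.081) or with only the compared groups in the fit (adjusted p = 0.068). The list as a set was lower than other genes (camera, adjusted p = 6.3e-07, and adjusted p = 0.0023 with an estimated correlation). Its median change was -0.54.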

Pescatori *et. al. *used muscles from children affected with DMD under the age of 2 - before any overt skeletal muscle pathology - when one would expect to see a transcriptome related to dystrophin deficiency without secondary complications. Among metabolism associated molecules, 'muscle glycogen phosphorylase' (*Pygm*), 'phosphorylase kinase gamma 1' (*Phkg1*), 'phosphofructokinase, muscle' (*Pfkm*), 'glycerol-3-phosphate dehydrogenase 1' (*Gpd1*) were reproducibly downregulated in our experiment and as reported by the aforementioned group [14]. 

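*Pygm*, the enzyme that releases glucose units from glycogen in muscle, fell by 0.67 (SE 0.11, adjusted p = 0.0028) against untreated myotubes. *Phkg1*, the catalytic subunit that activates it, was at least 2.22-fold lower (adjusted p = 4.5e-06) and was detected on no dystrophin siRNA array. *Gpd1*, which links glycolysis to glycerol metabolism, was at -0.87 (SE 0.25, adjusted p = 0.14). It passed with the clusters of arrays as a block (adjusted p = 0.0047), with replicate number as a block (adjusted p = 0.0032) and without dystrophin siRNA array 7 (adjusted p = 0.022). Against GL2 siRNA-treated myotubes *Gpd1* fell by 1.97 (SE 0.22, adjusted p = 6.5e-06). *Ckmt2*, the mitochondrial creatine kinase of muscle, fell by 1.69 (SE 0.15, adjusted p = 1.8e-06), and *Ppp1r3c*, which targets a phosphatase to glycogen, by 0.95 (SE 0.14, adjusted p = 0.0012). In *Ppp1r3c* GL2 siRNA array 1 was at 12.59 and the others at 11.66 to 12.05. Of 23 glycogen, glycolysis and phosphagen genes measured, 9 were lower and none higher by limma (12 lower and none higher when adjusted over the list alone, and 13 lower and 0 higher at an unadjusted p under 0.05). The set was lower (camera, adjusted p = 2.5e-17, and adjusted p = 0.0018 with an estimated correlation). With GL2 siRNA, 5 of them were higher and none lower (10 higher and 1 lower when adjusted over the list alone, and 11 higher and 1 lower at an unadjusted p under 0.05). For GL2 siRNA the set test gave an adjusted p = 9.3e-08, and adjusted p = 0.054 with an estimated correlation (0.011 with the clusters of arrays as a block).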

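*Chrne*, a subunit of the acetylcholine receptor at the mature neuromuscular junction, fell by 1.77 (SE 0.26, adjusted p = 9.3e-04) with dystrophin siRNA. It was detected on 1 of the 7 dystrophin siRNA arrays, and its level on untreated array 1 was 5.24, against 6.31 to 6.47 on the other untreated arrays. *Cdkn1a*, which stops the cell cycle as myoblasts differentiate, fell by 0.61 (SE 0.12, adjusted p = 0.012), a call that ended without untreated array 3 (adjusted p = 0.055). *Lpin1*, a phosphatase of lipid synthesis, fell by 0.61 (SE 0.12, adjusted p = 0.011) and did not pass without untreated array 1 (adjusted p = 0.06). *Maob*, a mitochondrial amine oxidase, fell by 0.59 (SE 0.10, adjusted p = 0.0042), with a direct difference from GL2 siRNA of -0.29 (adjusted p = 0.069), which passed in 6 other settings (adjusted p from 0.023 to 0.047) and without dystrophin siRNA array 6 (adjusted p = 0.03). The second probe of *Capn3* fell by 1.12 (adjusted p = 2.2e-04). Of 12 neuromuscular junction genes, 2 were lower and none higher by limma (3 lower and none higher when adjusted over the list alone, and 3 lower and 1 higher at an unadjusted p under 0.05), among them *Ache*, which breaks down acetylcholine, at least 1.47-fold lower (adjusted p = 0.0046). The camera test of this list gave an adjusted p = 0.085.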

Further, despite different species being studied, we found comparable results for 'cholinergic receptor, nicotinic, epsilon polypeptide' (*Chrne*), 'cylin-dependent kinase inhibitor 1A' (*Cdkn1a*), calpain 3 (*Capn3*), lipin1 (*Lpin1*) and 'monoamine oxidase B' (*Maob*).

Transcripts of several kinases were dysregulated in our model; amongst them, 'mitogen-activated protein kinase kinase kinase 7' (*Map3k7*), 'mitogen-activated protein kinase kinase kinase 9' (*Map3k9*) and 'phosphatidylinositol 3-kinase, catalytic, beta polypeptide' (*Pik3cb*) and 'AP2-associated kinase 1 (*Aak1*)' all upregulated. 

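*Pik3cb*, a catalytic subunit of phosphatidylinositol 3-kinase, rose by 0.60 (SE 0.11, adjusted p = 0.0053) against untreated myotubes. *Map3k7*, a kinase of TGF-beta and cytokine signalling, rose by 0.58 (SE 0.12, adjusted p = 0.016). Its call ended without untreated array 1, 2 or 3 (adjusted p from 0.05 to 0.079) and with only the compared groups in the fit (adjusted p = 0.062). *Aak1*, a kinase of clathrin-mediated uptake, rose by 1.22 (SE 0.24, adjusted p = 0.013), and by an adjusted p of 0.076 without untreated array 1. *Map3k9*, a kinase upstream of JNK, was at 0.88 (SE 0.25, adjusted p = 0.12). It passed without background correction (adjusted p = 0.045), with an offset of 50 (adjusted p = 0.043), without dystrophin siRNA array 1 (adjusted p = 0.044) and with the clusters of arrays as a block (adjusted p = 0.012). Compared directly with GL2 siRNA, *Map3k7* rose by 0.45 (adjusted p = 0.011), and *Pik3cb*, *Aak1* and *Map3k9* were at 0.30 (adjusted p = 0.082), 0.50 (adjusted p = 0.25) and 0.68 (adjusted p = 0.082). These direct differences passed with replicate number as a block (adjusted p = 0.023, 0.013 and 0.0068) and with the clusters of arrays as a block (adjusted p = 0.013, 0.024 and 0.0037).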

Similarly, PI3K/Akt pathway is reported to be activated in pre-necrotic (<2 weeks) diaphragm and in myotubes from *mdx *mice [38]

Heart and brain are affected in DMD, in addition to skeletal muscles. There are several genes identified in our experiment that could potentially participate in the development of heart and brain associated endophenotypes in DMD. These genes include 'Beta myosin heavy chain' (*Myh7*), Obscurin (*Obscn*), 'heat shock protein, alpha-crystalline-related B6' (*Hspb6*), titin (*Ttn*), titin-cap (*Tcap*), and myospryn (*Cmya5*) for heart associated phenotypes, and 'Cytoplasmic fragile X mental retardation (*Fmr1*) interacting protein 2' (*Cyfip2*), 'gamma-aminobutyric acid A receptor, delta' (*Gabrd*), and 'sodium channel, voltage-gated, type I, beta' (*Scn1b*) (Table 1) for brain associated phenotypes.

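*Myh7*, the main myosin heavy chain of heart and slow fibres, had a log2 level of 13.85 ± 0.22 (SD, n = 7) with dystrophin siRNA, 12.43 ± 0.08 (SD, n = 4) in untreated and 9.80 ± 0.34 (SD, n = 7) in GL2 siRNA-treated myotubes. It rose by 1.42 (SE 0.16, adjusted p = 2.6e-05) against untreated myotubes. *Ttn*, the giant spring protein of the sarcomere, was at -0.06 (SE 0.11, adjusted p = 0.93), and none of its 13 probes passed the test. Its level on dystrophin siRNA array 3 was 14.50, against 14.81 to 15.00 on the others. A dimmer *Ttn* probe at 0.54 (adjusted p = 0.073) passed in 8 other settings and without GL2 siRNA array 6 (adjusted p from 0.0061 to 0.047). For the genes of the brain, *Gabrd*, a GABA receptor subunit, fell by 2.25 (SE 0.27, adjusted p = 6.0e-05) and was detected on 5 of the 7 dystrophin siRNA arrays. *Cyfip2*, which acts on actin assembly, fell by 1.19 (SE 0.24, adjusted p = 0.014), a call that ended without untreated array 1 or 3 (adjusted p = 0.057 and 0.076). Between the siRNAs the difference was -2.32 (adjusted p = 1.4e-06) in *Gabrd* and -1.22 (adjusted p = 7.5e-04) in *Cyfip2*.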

### Gene Ontology and Ingenuity pathway analyses

In order to have a systematic view on gene categories altered by dystrophin deficiency, we used the tool provided by the Database for Annotation, Visualisation and Integrated Discovery (DAVID) [41,42] to conduct Gene Ontology (GO) analysis on the genes listed in Additional file 2. As demonstrated in Table 2, a stringent approach to considering overrepresented GO terms (>2 fold enrichment with adjusted *p *values < 0.1) indicated enrichment for genes involved in muscle contraction, such as those contributing to sarcomere and ion channels structures. Furthermore, a less stringent but still significant (*p *< 0.05) approach revealed overrepresentation of molecules involved in metabolic pathways and kinases (Additional file 4).

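*Tmod4*, which caps actin filaments in muscle, fell by 1.38 (SE 0.10, adjusted p = 1.0e-07) against untreated myotubes. *Synm*, an intermediate filament protein at the Z-disc, fell by 1.03 (SE 0.16, adjusted p = 0.0012), *Myot*, which bundles actin there, by 0.92 (SE 0.17, adjusted p = 0.0067, with dystrophin siRNA array 6 at 8.02 and the others at 8.62 to 9.02) and *Ldb3*, a Z-disc adaptor, by 0.64 (SE 0.11, adjusted p = 0.005). The direct difference of *Myot* between the siRNAs was -0.30 (adjusted p = 0.36). Of 29 Z-disc, M-band and sarcomere scaffold genes, 11 were lower and none higher by limma (14 lower and 1 higher when adjusted over the list alone, and 16 lower and 1 higher at an unadjusted p under 0.05). Their median was -0.23 (camera, adjusted p = 9.1e-16, and adjusted p = 0.0023 with an estimated correlation). The final list held 11 of the 22 ion channels and pumps (odds ratio 68.5, adjusted p = 8.6e-14, Fisher's exact test, one-sided), 10 of the 29 sarcomere scaffold genes (odds ratio 36.0, adjusted p = 7.7e-11) and 6 of 13 fast-fibre genes (odds ratio 57.7, adjusted p = 1.2e-07). The background was the 17806 genes with a probe, and 10 of the 21 fixed lists passed. The fixed lists were written after reading the paper, whose tables name many of their members from these same arrays. Their enrichment is therefore not fully independent evidence. Among the 10586 detected genes 8 lists passed, and the odds ratio was 42.6 for the channels and 23.6 for the scaffold genes. Of the genes the paper gives for contractile fiber part, 9 of 13 were lower and 2 higher, and for alkali metal ion binding 7 of 12 were lower and 2 higher. These genes were chosen on the same arrays and are not independent evidence. The 14 macrophage and leukocyte markers, genes of immune cells, had a median of -0.55, with none past the test by limma and 3 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.0018, and adjusted p = 0.37 with an estimated correlation).

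**Figure D2:**
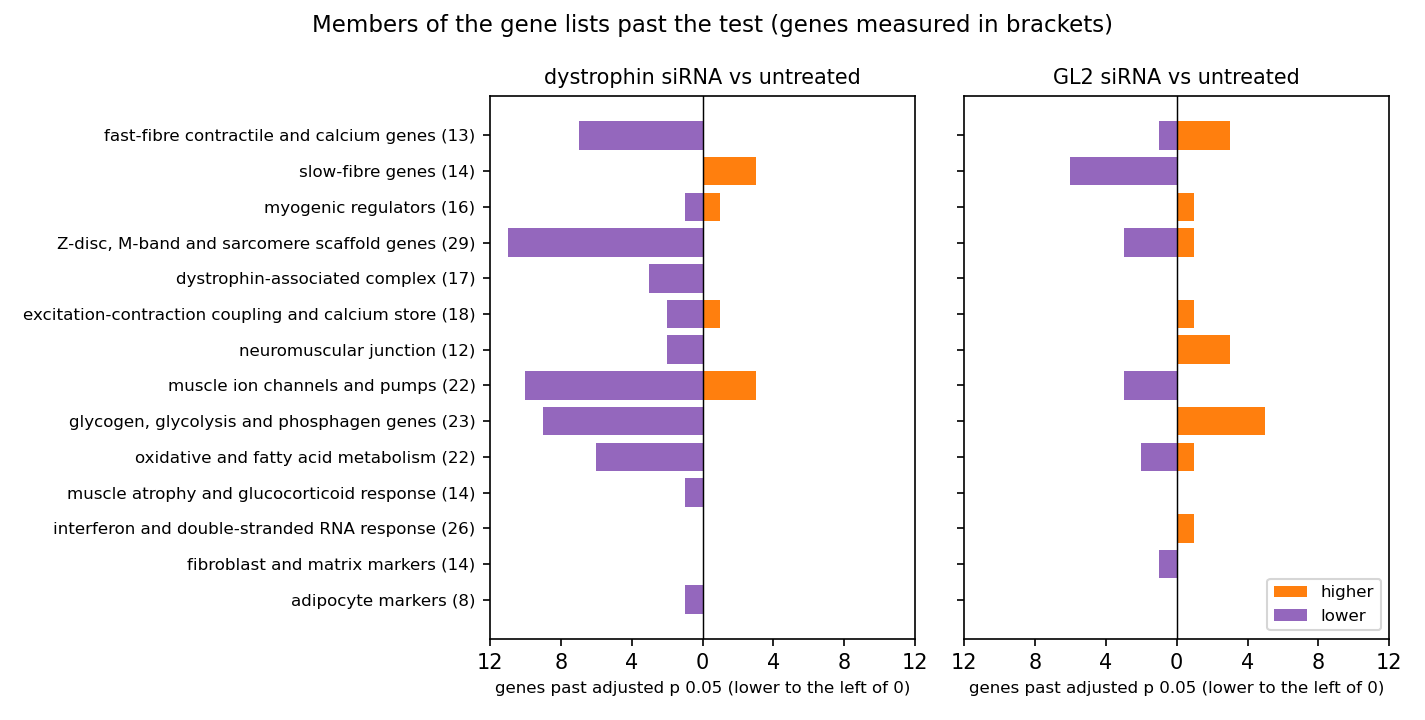
Genes of each list that passed the test as higher or lower (horizontal axis, number of genes) in dystrophin siRNA-treated and in GL2 siRNA-treated against untreated myotubes, with the genes measured in brackets. With dystrophin siRNA, 11 of 29 sarcomere scaffold genes were lower and 10 of 22 ion channels and pumps were lower and 3 higher.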

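*Mb*, the oxygen store of muscle, fell by 1.53 (SE 0.18, adjusted p = 6.4e-05) and *Cpt1b*, which carries fatty acids into mitochondria, by 0.77 (SE 0.13, adjusted p = 0.0039). *Cpt1b* was also lower with GL2 siRNA, at -0.68 (adjusted p = 0.014), and its direct difference between the siRNAs was -0.09 (adjusted p = 0.84). *Pdk4*, which holds back glucose oxidation, fell by 0.79 (SE 0.16, adjusted p = 0.012), and did not pass without untreated array 3 or 4 (adjusted p = 0.056 and 0.055) or with only the compared groups in the fit (adjusted p = 0.057). Of 22 genes of oxidative and fatty acid metabolism, 6 were lower and none higher by limma (12 lower and none higher when adjusted over the list alone, and 12 lower and 0 higher at an unadjusted p under 0.05). As a set they were lower (camera, adjusted p = 9.4e-10, and adjusted p = 0.0023 with an estimated correlation). Among the kinases, *Cdc42bpa*, an effector of CDC42, fell by 1.96 (SE 0.20, adjusted p = 1.4e-05), *Wnk2*, a regulator of ion transport, by 1.61 (SE 0.26, adjusted p = 0.0027) and *Camk2b*, a calcium-dependent kinase, by 0.83 (SE 0.11, adjusted p = 2.0e-04). Of the 21 genes measured that Additional file 4 gives for kinase activity, 12 were lower and 4 higher, and of its 11 carbohydrate genes 8 were lower and 1 higher. The study chose both sets on these arrays, so these counts are not independent evidence.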

**Table 2:** Gene ontology (GO) analysis of differentially expressed genes listed in the Additional file 2

Category	Term	Genes	FE	*p *val.	Adj. *p *val.
Cellular Component	GO:0044449 contractile fiber part	OBSCN, DMN, DMD, MYBPC2, TCAP, MYH13, MYH1, LDB3, ACTN3, MYBPC3, MYH7, PYGM, MYH4, TPM3,	13.83	1.74E-11	6.77E-09
Cellular Component	GO:0030017 sarcomere	OBSCN, DMN, DMD, MYBPC2, TCAP, MYH13, MYH1, LDB3, ACTN3, MYBPC3, MYH7, PYGM, MYH4, TPM3,	14.25	1.16E-11	9.06E-09
Cellular Component	GO:0030016 myofibril	OBSCN, DMN, DMD, MYBPC2, TCAP, MYH13, MYH1, LDB3, ACTN3, MYBPC3, MYH7, PYGM, MYH4, TPM3,	12.89	4.47E-11	1.16E-08
Cellular Component	GO:0043292 contractile fiber	OBSCN, DMN, DMD, MYBPC2, TCAP, MYH13, MYH1, LDB3, ACTN3, MYBPC3, MYH7, PYGM, MYH4, TPM3,	12.38	7.61E-11	1.48E-08
Cellular Component	GO:0005863 striated muscle thick filament	MYH7, OBSCN, MYH4, MYBPC2, MYH13, MYH1, MYBPC3,	36.18	1.55E-08	2.01E-06
Cellular Component	GO:0032982 myosin filament	MYH7, OBSCN, MYH4, MYBPC2, MYH13, MYH1, MYBPC3,	36.18	1.55E-08	2.01E-06
Cellular Component	GO:0005859 muscle myosin complex	MYH7, OBSCN, MYH4, MYBPC2, MYH13, MYH1, MYBPC3,	33.60	2.67E-08	2.98E-06
Cellular Component	GO:0016460 myosin II complex	MYH7, OBSCN, MYH4, MYBPC2, MYH13, MYH1, MYBPC3,	29.40	6.95E-08	6.78E-06
Molecular Function	GO:0008092 cytoskeletal protein binding	OBSCN, DMD, MYBPC2, MYH13, MYH1, ACTN3, EPB4.1L4B, MYBPC3, DCX, MTAP7, MYH7, MYH4, MYOZ1, TMOD4, PACSIN1, PSTPIP2, TPM3, SCIN, CFL2, SPNB1,	3.79	1.37E-06	3.63E-03
Cellular Component	GO:0030018 Z disc	DMN, OBSCN, PYGM, DMD, TCAP, LDB3,	13.44	7.16E-05	5.57E-03
Cellular Component	GO:0031674 I band	DMN, OBSCN, PYGM, DMD, TCAP, LDB3,	11.52	1.54E-04	1.08E-02
Cellular Component	GO:0005856 cytoskeleton	DMN, OBSCN, TTL, MYBPC2, MYH13, MYH1, ABI2, ACTN3, EPB4.1L4B, MTAP7, KRT18, TMOD4, PSTPIP2, CFL2, TPM3, DYNLRB2, GAN, DMD, LDB3, MYBPC3, DCX, MYH7, SGCG, KY, MYH4, MYOZ1, SCIN, SPNB1,	2.16	2.14E-04	1.27E-02
Cellular Component	GO:0016459 myosin complex	MYH7, OBSCN, MYH4, MYBPC2, MYH13, MYH1, MYBPC3,	8.11	2.09E-04	1.35E-02
Biological Process	GO:0003012 muscle system process	MYH7, MYH4, MYBPC2, CASQ1, KCNMA1, MYH13, MYH1, TPM3, ACTN3, MYBPC3,	7.63	5.92E-06	1.51E-02
Biological Process	GO:0006936 muscle contraction	MYH7, MYH4, MYBPC2, CASQ1, KCNMA1, MYH13, MYH1, TPM3, ACTN3, MYBPC3,	7.63	5.92E-06	1.51E-02
Molecular Function	GO:0031420 alkali metal ion binding	KCNC1, KCNA7, SCN3B, SCN1B, TTL, SLC9A7, ATP1B2, IMPA2, KCNMA1, KCNK3, SLC24A5, GMPR,	4.82	3.95E-05	5.10E-02
Molecular Function	GO:0030955 potassium ion binding	KCNC1, KCNA7, TTL, SLC9A7, ATP1B2, KCNMA1, KCNK3, SLC24A5, GMPR,	6.08	1.13E-04	7.22E-02
Molecular Function	GO:0003779 actin binding	DMD, MYBPC2, MYH13, MYH1, ACTN3, MYBPC3, MYH7, MYH4, TMOD4, PSTPIP2, TPM3, SCIN, CFL2, SPNB1,	3.77	8.93E-05	7.59E-02

DAVID tool was used for this analysis. Only terms with Benjamini-Hochberg adjusted *p *values < 0.1 and Fold Enrichment (FE) greater than 2 are displayed. Table sorted by ascending adjusted *p *values.

We used Ingenuity Pathway Analysis (IPA) (Ingenuity^® ^Systems, http://www.ingenuity.com) to further investigate the networks and functions possibly affected in dystrophic muscles. Among the genes in Additional file 2, IPA identified 229 network-eligible genes and suggested 14 main gene networks as being dysregulated by dystrophin deficiency (Additional file 5). Moreover, IPA discovered very significant enrichment (adjusted *p *value = 0.0006) of molecules involved in muscle contraction as well as significant enrichment (adjusted *p *value < 0.05) of other molecules involved in muscle (skeletal and cardiac) functions and disorders, metabolism of carbohydrates and neurological disorders amongst differentially expressed genes in our model (Table 3). 

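*Egf*, a growth factor, fell by 1.16 (SE 0.18, adjusted p = 0.0015) and *Sgsh*, a lysosomal enzyme that degrades heparan sulfate, by 1.40 (SE 0.24, adjusted p = 0.0042). Of the 14 genes measured that Table 3 gives for contraction of muscle, 8 were lower with dystrophin siRNA and 2 higher, a count that is not independent evidence since the study chose them on these arrays. The fixed glycogen, glycolysis and phosphagen list had 7 of 23 genes in the final list (odds ratio 29.6, adjusted p = 1.6e-07, Fisher's exact test, one-sided). Like the other fixed lists it was written after reading the paper, which names *Pygm*, *Phkg1*, *Pfkm* and *Gpd1* of its members. The enrichment of these lists is therefore not fully independent evidence. The oxidative list had 4 of 22 (odds ratio 14.9, adjusted p = 0.0012) and the excitation-contraction coupling list 3 of 18 (odds ratio 13.3, adjusted p = 0.006). The slow-fibre list had 3 of 14 genes there (odds ratio 18.2, adjusted p = 0.0037).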

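*Myh4*, the myosin heavy chain of the fastest fibres, was at least 1.80-fold lower with dystrophin siRNA than in untreated myotubes (adjusted p = 3.9e-04) and was detected on no dystrophin siRNA array. *Myh1*, another fast myosin heavy chain, was at -0.62 (adjusted p = 0.15), and passed with the clusters of arrays as a block (adjusted p = 0.0083). *Tpm3*, the tropomyosin of slow fibres, rose by 0.89 (SE 0.16, adjusted p = 0.0055). *Chrna10*, an acetylcholine receptor subunit, was at -0.63 (adjusted p = 0.058), and passed in 8 other settings (adjusted p from 0.025 to 0.049), the clusters of arrays as a block among them, and without dystrophin siRNA array 1 (adjusted p = 0.04). Of the 10 genes measured that Table 4 gives for actin cytoskeleton signaling, 5 were lower and 2 higher, and of the 9 for calcium signaling 4 were lower and 2 higher. Both sets were chosen by the study on these arrays and are not independent evidence.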

IPA also indicated enrichment (adjusted *p *value < 0.05) of genes involved in actin cytoskeletal and calcium signaling canonical pathways (Table 4).

**Table 3:** Top functions and disorders predicted by IPA to be affected by dystrophin deficiency

Function or Disorder	Molecules	Adjusted *p *value
contraction of muscle	ACTN3, CASQ1, CHRNE, CKMT2, EGF, GJA5, HSPB6, KCNMA1, MYBPC1, MYBPC2, MYBPC3, MYH1, MYH7, MYLK2, TMOD4	6.33E-04
atrophy of muscle cells	ACHE, FBXO32, PPARGC1A	1.27E-02
skeletal and muscular disorder	ACHE, ACTN3, AIG1, ALKBH8, ARPP-21, BAALC, BLNK, CACNA2D1, CAMK2B, CAMTA1, CAPN3, CASQ1, CDC42BPA, CDH13, CDKN1A, CENPM, CFL2, CHRNE, CLIP4, COL23A1, CYFIP2, DCLK3, DMD, DNAJB6, GABRD, GAN, GIGYF2, GPD1, HTR2B, IL12A, IMPA2, IP6K3, KCNC1, KCNMA1, KCNN3, LDB3, LPIN1, MAOB, MLF1, MLLT3, MYBPC1, MYH7, MYH8, MYT1L, NDRG2, NOG, PADI2, PFKM, PKD1L1, PPARGC1A, PVALB, RCSD1, SCN1B, SCN3B, SERPINB1, SGCG, SORT1, SPTB, STARD10, TBC1D4, TCAP, TNRC6B, TP53BP1, TPM3, UCK2, WBSCR17, WFDC1, XK	1.46E-02
cardiovascular disorder	ABI2, ACHE, ACTN3, ARHGAP20, BLNK, CACNA2D1, CAMK2B, CAMTA1, CDC42BPA, CDH13, CDKN1A, CHRNA10, CHRNE, COL23A1, CSRNP3, CYFIP2, DMD, ENTPD3, FAM65B, GABRD, GAN, GJA5, GRHL1, HERC1, HSD11B1, HTR2B, IL12A, IMPA2, KCNA7, KCNC1, KCNK3, KCNMA1, KCNN3, KIAA1409, MALL (includes EG:7851), MAOB, MLF1, MSI2, MYBPC1, MYBPC3, MYH7, MYH8, MYLK2, NPPB, PPARGC1A, PSTPIP2, PTPRO, RCSD1, SCN1B, SGCG, SLC46A3, SLC9A2, SPTB, TBC1D4, TCAP, TNRC6B, WBSCR17, XK	2.07E-02
cardiomyopathy	GJA5, HTR2B, MYBPC3, MYH7, MYLK2, NPPB, PPARGC1A, SGCG, TCAP	2.07E-02
variant angina	CACNA2D1, RCSD1, SGCG	2.07E-02
Huntington's disease	ACTN3, AIG1, ARPP-21, CAMK2B, CASQ1, CYFIP2 (includes EG:26999), GABRD, GPD1, KCNN3, MAOB, MLF1, MYH7, MYT1L, PFKM, PPARGC1A, PVALB, SCN1B, SCN3B, SORT1, STARD10, TPM3, UCK2	3.09E-02
disease of muscle	CHRNE, FBXO32, MYH1, MYH4, PPARGC1A, SGCG, TPM3	4.23E-02
fatigue	ACHE, CHRNE, PPARGC1A, SCN1B	4.23E-02
developmental disorder of muscle	FBXO32, MYH1, MYH4, SGCG, TPM3	4.39E-02
pervasive developmental disorders	ACHE, CHRNA10, CHRNE, GABRD, HTR2B, SCN1B, SCN3B	4.39E-02
deformation of nucleus	CDKN1A, MAP7	4.39E-02
metabolism of carbohydrate	CMAH, GPD1, IMPA2, IP6K3, NISCH, PDK4, PFKM, PHKG1, PPARGC1A, PPP1R3C, PYGM, SGSH, SOCS4, ST3GAL6	4.39E-02
morphogenesis of cardiac muscle	MYBPC3, MYH7, MYLK2, TCAP	4.63E-02
muscular dystrophy	CAPN3, DMD, MYH7, SGCG, TCAP	4.69E-02
neurological disorder	ACHE, ACTN3, AIG1, ALKBH8, ARPP-21, BAALC, BLNK, CACNA2D1, CAMK2B, CAMTA1, CAPN3, CASQ1, CATSPER4, CDC42BPA, CDH13, CHRNA10, CHRNE, CLIP4, CNKSR1, COL23A1, CYFIP2, DFNA5, DMD, DNAJB6, DNAJC5, EGF, EYA3, FZD3, GABRD, GAN, GDAP1, GIGYF2, GPD1, HTR2B, IGFN1, IL12A, IMPA2, KCNC1, KCNMA1, KCNN3, KIAA1409, KPNA6, LRCH1, MAOB, MLF1, MLLT3, MSI2, MT3, MYH7, MYH8, MYT1L, NDRG2, OPN3, P2RY2, PADI2, PFKM, PKD1L1, PLA2G4E, PPARGC1A, PPP1R14C, PVALB, SCN1B, SCN3B, SERPINB1, SGCG, SORT1, SPTB, STARD10, SUSD4, TMEM108, TPM3, TTC7B, TTLL7, UCK2, WBSCR17, WWC1, XK	4.80E-02
developmental process of muscle	ACHE, CAPN3, CDKN1A, DMD, KY, MYBPC3, MYH7, MYLK2, MYOZ1, PDK4, SGCG, TCAP	4.80E-02

Genes listed in the Additional file 2 were used for this analysis. Only functions and disorders with Benjamini-Hochberg corrected *p *values < 0.05 are displayed.

**Table 4:** Top predicted (by IPA) canonical pathways to be affected in dystrophin-deficient muscle cells

Canonical Pathways	Molecules	Adj *p *value
Actin Cytoskeleton Signaling	MYH4, ABI2, CYFIP2, MYH8, CFL2, MYLK2, EGF, PIK3CB, MYH7, ACTN3, MYH1	2.45E-02
Calcium Signaling	MYH4, TPM3, MYH8, CASQ1, CHRNE, MYH7, CHRNA10, CAMK2B, MYH1	3.390E-02

Only Pathways with Benjamini-Hochberg corrected *p *values under 0.05 are displayed.

### miRNAs at the dysregulated genes loci

To evaluate possible indirect microRNA (miRNA) dysregulation by dystrophin deficiency, we investigated the possible presence of miRNA loci at the intronic regions of the genes displayed in Additional file 2. 

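*Arpp21*, a phosphoprotein of calcium signalling whose gene hosts a miRNA, fell by 0.73 (SE 0.12, adjusted p = 0.0021) with dystrophin siRNA, as did another of its probes by 0.90 (adjusted p = 0.019). Its other 4 detected probes did not pass, at -0.16 (adjusted p = 0.86), -0.36 (adjusted p = 0.84), 0.06 (adjusted p = 0.95) and -0.03 (adjusted p = 0.98). *R3hdm1*, which encodes a protein with an R3H domain, rose by 0.39 (SE 0.09, adjusted p = 0.027). Its call ended with median centring (adjusted p = 0.13), with replicate number as a block (adjusted p = 0.082) and in 5 of the 18 fits that left out 1 array (adjusted p from 0.056 to 0.11), and its other detected probe was at 0.26 (adjusted p = 0.84). *Dusp19*, a phosphatase of JNK signalling, was at -0.47 (SE 0.13, adjusted p = 0.11) and passed in 6 other settings (adjusted p from 0.026 to 0.046). *Klf9*, a transcription factor induced by glucocorticoids, was at -0.68 (SE 0.25, adjusted p = 0.31), and its brighter probe at -0.42 (adjusted p = 0.13). The probe at -0.68 passed with the clusters of arrays as a block (adjusted p = 0.017). Of the 5 host genes measured, 2 were higher and 1 lower, a count that is not independent evidence.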

Table 5 details the miRNAs identified to happen at the dysregulated genes loci. miRbase miRNA data base (Sanger Inst., UK [43]) Release 12 was used for this analysis.

**Table 5:** Genes from Additional file 2 with miRNA loci at their intronic regions

Gene	miRNA
Arpp21	mmu-miR-128-2
Dusp19	mmu-miR-684-1
Klf9	mmu-miR-1192
Myh7	mmu-miR-208b
R3hdm1	mmu-miR-128-1

miRbase miRNA database, Release 12 was used for this analysis.

## Discussion

Despite much effort toward disentangling the molecular basis of DMD pathophysiology, it remains unclear how the absence of one molecule results in a complicated phenotype such as DMD. This is partly due to the complexity of dystrophin interactions in muscle cells. As shown by others and in the present work, the absence of dystrophin starts a cascade of derangements in several networks. This results in underdeveloped muscles, prone to the adverse effects of physical stresses that add another level of molecular complexity to the disorder. To capture the most direct effect of dystrophin deficiency, one has to get as close as possible to the early myogenesis stages when dystrophin naturally starts to be expressed. Having this in mind, we decided to use primary muscle cultures to study early myogenesis in the absence of dystrophin, by comparing the transcriptome of dystrophin-deficient cells to that of their normal counterparts shortly after induction of myogenesis. Similar approaches have been taken by others; however, we designed this experiment to avoid the cellular heterogeneity associated with the other studies. Accordingly, we used RNAi to knock down dystrophin in mouse primary myotubes, and compared transcriptomes in these cells to those in the same cell population but in which dystrophin had not been targeted. We have previously shown that RNAi is a robust technique for dystrophin knockdown [23]. Here, applying dystrophin RNAi to samples used for our transcriptomic studies resulted in close to zero dystrophin expression (Figure 1). We decided to analyze samples collected 48 hours after differentiation. At that time point, we did not observe any detectable change in myotube morphology or timing of fusion. We selected this early time point in order to focus on the early myogenesis events in the presence and absence of dystrophin expression, but avoid any unrelated secondary events such as myotube rupture and culture senescence. To account for possible unrelated variations, the experiment involved biological replicates prepared on four occasions (see **Materials & Methods **section). This design produced meaningful results, capable of giving mechanistic insights into the conditions and endophenotypes associated with DMD.

A systematic overview of genes listed in Additional file 2 by GO and IPA analyses indicated significant overrepresentation of genes associated with the physiology of contraction, kinases, or metabolic pathways. This indicates that dystrophin is not just a molecule providing structural support to myofibers, but its presence is crucial for proper development and function of striated muscle as a contractile unit.

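Compared directly with GL2 siRNA-treated myotubes, the contractile genes differed as groups in the dystrophin siRNA-treated myotubes. *Pvalb*, which speeds relaxation in fast fibres, was lower by -3.93 (SE 0.15, adjusted p = 2.4e-12) on the log2 scale, and *Rpl3l* by -3.22 (SE 0.14, adjusted p = 1.7e-11). *Myh7* was higher by 4.04 (SE 0.13, adjusted p = 4.5e-13). These direct differences include the changes that GL2 siRNA made itself, so they do not measure the loss of dystrophin alone. Against untreated myotubes GL2 siRNA moved *Myh7* by -2.62 and *Pvalb* by 1.26, and 5 glycogen, glycolysis and phosphagen genes were higher and none lower by limma. Of the 29 sarcomere scaffold genes, 16 were lower and 3 higher (18 and 3 when adjusted over the list alone), with a median of -0.45 (camera, adjusted p = 9.1e-11, and adjusted p = 0.012 with an estimated correlation). Of the 23 glycogen, glycolysis and phosphagen genes, 14 were lower and none higher by limma (17 lower and none higher when adjusted over the list alone), with a median of -0.56 (adjusted p = 1.3e-24, and adjusted p = 2.9e-04 with an estimated correlation). The oxidative genes had 10 of 22 lower and 1 higher (11 and 1 when adjusted over the list alone, adjusted p = 7.6e-07, and adjusted p = 0.012 with an estimated correlation). For the ion channels and pumps, 8 of 22 were lower and 6 higher (12 and 8 when adjusted over the list alone, adjusted p = 0.041, or 0.052 with the clusters of arrays as a block, and adjusted p = 0.13 with an estimated correlation). In the dystrophin-associated complex, whose proteins bind dystrophin at the membrane, 3 of 17 genes were lower than in untreated myotubes, and 1 of the 3 was *Dmd* itself, the target of the siRNA. Of the other 16 genes, 2 were lower and none higher by limma (3 lower and none higher when adjusted over the list alone, and 4 lower and 0 higher at an unadjusted p under 0.05). Without *Dmd*, a change made after the data were seen, camera gave an adjusted p = 0.019, and adjusted p = 0.12 with an estimated correlation. From the overrepresentation of genes of contraction, kinases and metabolic pathways in the final list, the paper concludes that dystrophin, beyond structural support, is needed for the development and function of striated muscle as a contractile unit.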

Other earlier studies on dystrophin deficiency support our observation that ion channels [33], kinases [38-40] and metabolic pathways [34-37] are also affected in dystrophic muscles. Here, we provide a more comprehensive view of the genes dysregulated under these categories and indicate future lines of researches to address these pathways.

### Dysregulated genes involved in development of skeletal muscle phenotype

*Clip4 *and *Pvalb *had associated *p *values similar to that of dystrophin transcript. Though not much is known about *Clip4 *function, *Pvalb *is reported to be downregulated in DMD [44] and *mdx *[45] muscles. PVALB binds to Ca^2+ ^and its calcium buffering capacity is important for calcium homeostasis during muscle contraction when high level of calcium is released into the sarcoplasm. Dysregulation of calcium homeostasis, with increased intracellular [Ca^2+^]_i _is well documented in dystrophic muscles [46]. 

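*Casq1*, which binds calcium in the sarcoplasmic reticulum of fast fibres, fell by 0.70 (SE 0.11, adjusted p = 0.0017) with dystrophin siRNA, and its other probe by 0.77 (adjusted p = 0.0086). Its level was 11.79 ± 0.20 (SD, n = 7) there, 12.49 ± 0.12 (SD, n = 4) in untreated and 12.62 ± 0.14 (SD, n = 7) in GL2 siRNA-treated myotubes, where GL2 siRNA array 3 was at 12.33 and the others at 12.57 to 12.73. Of 18 genes of excitation-contraction coupling and the calcium store, 2 were lower and 1 higher (5 lower and 1 higher when adjusted over the list alone). Their median was -0.21 (camera, adjusted p = 1.7e-04, and adjusted p = 0.19 with an estimated correlation). Against GL2 siRNA 8 were lower and 2 higher (12 lower and 2 higher when adjusted over the list alone, camera, adjusted p = 4.2e-07, and adjusted p = 0.076 with an estimated correlation). There *Ryr1*, the calcium release channel, fell by 0.50 (adjusted p = 1.7e-04, with GL2 siRNA array 3 at 12.85 and the others at 13.03 to 13.15) and *Hrc*, a calcium-binding protein of the store, by 0.55 (adjusted p = 2.5e-04).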

In line with this, Calsequestrin 1 (*Casq1*), the gene for CASQ1 calcium-binding protein located in sarcoplasmic reticulum (SR), was also downregulated in our model of dystrophin deficiency. Supportively, DMD muscles are reported to have deficiencies in this protein [47,48]. CASQ1 is believed to be essential for the normal development of the SR, and for calcium storage and regulation inside SR [49].

Kinases can initiate long range signaling activity by activating transcription factors that in turn will activate transcription of their target genes. One way for kinases to specify their local activity is by being targeted and anchored to the region where their activity is required [50]. A single molecule such as dystrophin could regulate the expression of a variety of myogenesis-related genes through its role in anchoring other molecules in the right locale. This property can help localise kinases and/or other signaling molecules to where their functions are required for proper myogenesis. For instance, dystrobrevin [51] and synemin [52], two dystrophin associated proteins [53,54], act to localise protein kinase A (PKA). Myospryn (*Cmya5*), a gene downregulated in dystrophin-deficient myotubes in our model, has binding sites for PKA, anchoring it at the costamere to localise PKA signaling at this complex region [55]. 

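*Cmya5* fell by 0.85 (SE 0.12, adjusted p = 3.9e-04) in dystrophin siRNA-treated against untreated myotubes. Its other detected probe fell by 0.77 (adjusted p = 0.0073). The log2 level was 11.20 ± 0.23 (SD, n = 7) with dystrophin siRNA and 12.05 ± 0.07 (SD, n = 4) in untreated myotubes, a difference larger than the spread between arrays of either group.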

Supportively, it has been documented that dystrophin deficiency results in downregulation [19,40] and mislocalisation of myospryn in skeletal muscles, resulting in lower PKA activity [40]. 

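*Tead4*, a transcription factor that acts on muscle gene promoters, rose by 0.75 (SE 0.15, adjusted p = 0.011, and 0.061 without untreated array 1) with dystrophin siRNA, while *Camta1*, a calmodulin-binding transcription activator, fell by 0.66 (SE 0.12, adjusted p = 0.0046). Directly between the siRNAs the difference was 0.31 (adjusted p = 0.24) in *Tead4* and -0.55 (adjusted p = 0.0016) in *Camta1*. Another, brighter probe of *Camta1* was at 0.15 (adjusted p = 0.68), and GL2 siRNA array 2 stood apart at 6.86 (others 7.23 to 7.48). Of 16 myogenic regulators measured, 1 was higher and 1 lower (4 higher and 2 lower when adjusted over the list alone), and the list as a set did not pass (camera, adjusted p = 0.11, and 0.45 with an estimated correlation, against 0.034 and 0.27 with the clusters of arrays as a block). Of the probes in the final list, 211 were lower and 90 higher, which is 70.1% lower (Clopper-Pearson 95% interval 64.6% to 75.2%). Probes are not independent, so the interval covers counting error only.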

Nearly two thirds of the genes dysregulated in our experiments were downregulated (220 of 333, Additional file 2) indicating possible under-activity of certain myogensis-related transcription factors normally activated by kinases. In fact, dysregulation of some transcription factors in *mdx *skeletal muscle has already been reported [56].

Our results also suggest that myofiber type fate determination may be affected by dystrophin deficiency. Upregulation of 'prospero-related homeobox 1' (*Prox1*) is a key step in formation of slow muscle fibres [57]. 

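*Prox1*, a homeobox transcription factor of slow muscle, heart and lymphatic vessels, rose by 1.55 (SE 0.27, adjusted p = 0.0041) with dystrophin siRNA. Its log2 level was 8.32 ± 0.55 (SD, n = 7) there, 6.77 ± 0.24 (SD, n = 4) in untreated and 6.74 ± 0.47 (SD, n = 7) in GL2 siRNA-treated myotubes. With GL2 siRNA it was at -0.04 (adjusted p = 0.98), and directly between the siRNAs it rose by 1.58 (adjusted p = 1.7e-04).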

Our samples in which dystrophin had been downregulated showed three-fold increase in *Prox1*. Additionally, 'Fast type myosin binding protein c' (*Mybpc2*) and 'alpha actinin3' (*Actn3*) were downregulated in dystrophin deficient myotubes in our experiment. 

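*Mybpc2*, which modulates myosin in fast fibres, fell by 1.26 (SE 0.20, adjusted p = 0.0015) with dystrophin siRNA. *Actn3*, the Z-disc actinin of fast fibres, fell by 0.73 (SE 0.17, adjusted p = 0.041), and its brighter probe by 0.50 (adjusted p = 0.045). The call of *Actn3* ended in 10 of the 18 fits that left out 1 array, those without any 1 untreated array among them (adjusted p from 0.052 to 0.13), and with only the compared groups in the fit (adjusted p = 0.073). Of 13 fast-fibre contractile and calcium genes, 7 were lower and none higher by limma (10 lower and none higher when adjusted over the list alone, and 11 lower and 0 higher at an unadjusted p under 0.05). Their median was -0.70 (camera, adjusted p = 1.6e-18, and adjusted p = 0.0018 with an estimated correlation), and between -0.77 and -0.66 within each of the 4 clusters of arrays. Of 14 slow-fibre genes, 3 were higher and none lower by limma (3 higher and 1 lower when adjusted over the list alone, and 4 higher and 1 lower at an unadjusted p under 0.05). Their median was 0.08 (camera, adjusted p = 0.0092, and adjusted p = 0.088 with an estimated correlation). With GL2 siRNA, 6 slow-fibre genes were lower and none higher by limma (7 lower and none higher when adjusted over the list alone and at an unadjusted p under 0.05), with a median of -0.23 (camera, adjusted p = 5.8e-11, and adjusted p = 7.3e-04 with an estimated correlation). *Ankrd2*, a stretch-responsive protein of slow fibres, fell there by 2.50 (SE 0.23, adjusted p = 5.0e-06), and *Myoz2*, a calcineurin-binding Z-disc protein of slow fibres, by 0.88 (SE 0.09, adjusted p = 3.6e-05). Of the fast-fibre genes, 3 were higher and 1 lower with GL2 siRNA (4 higher and 1 lower when adjusted over the list alone, camera, adjusted p = 0.0076, and adjusted p = 0.32 with an estimated correlation). The macrophage and leukocyte markers had a median of -0.46 with GL2 siRNA (camera, adjusted p = 0.008, and adjusted p = 0.47 with an estimated correlation). Directly between the siRNAs, 9 fast-fibre genes were lower and 1 higher (10 lower and 1 higher when adjusted over the list alone) and 8 slow-fibre genes were higher and none lower by limma (8 higher and 1 lower when adjusted over the list alone).

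**Figure D3:**
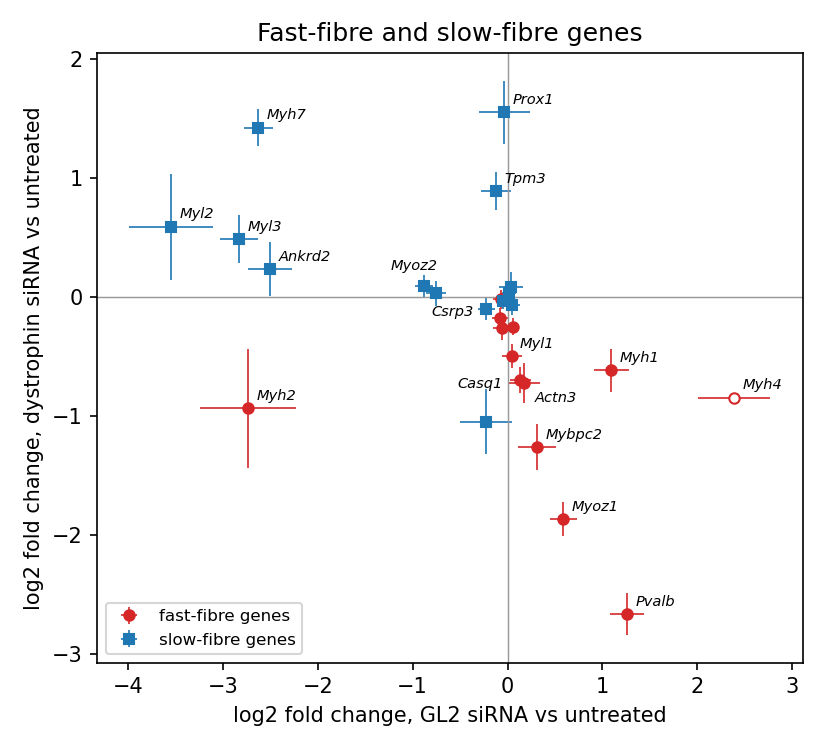
Change of each fast-fibre gene (red circles) and slow-fibre gene (blue squares) with GL2 siRNA (horizontal axis) and with dystrophin siRNA (vertical axis), both against untreated myotubes on the log2 scale. Bars are standard errors, and the open circle is *Myh4* at its bound with dystrophin siRNA. The fast-fibre genes have a median of -0.70 on the vertical axis, and the slow-fibre genes a median of -0.23 on the horizontal axis.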

*Actn3 *levels increase in accord with increases in skeletal muscle fast fibers [58]; and specific expression of *Mybpc2 *in fast fibre muscles has also been documented [59].

### Dysregulated genes involved in development of heart phenotype

Heart is another organ which is involved by the pathogenesis of dystrophin deficiency. There are several molecules identified by our model that can potentially explain the mechanism(s) by which heart is adversely affected in DMD. For instance, obscurin, which was downregulated in our experiment, is required for proper assembly of M-band and A-band and myofibrillar clusters and for the regular alignment of the SR network around the contractile apparatus [60,61]. 

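*Hspb6*, a small heat shock protein of muscle, fell by 0.98 (SE 0.15, adjusted p = 0.0016) with dystrophin siRNA. Its log2 level was 9.95 ± 0.31 (SD, n = 7) there, 10.93 ± 0.13 (SD, n = 4) in untreated and 11.12 ± 0.24 (SD, n = 7) in GL2 siRNA-treated myotubes. It was at 0.19 (adjusted p = 0.71) with GL2 siRNA, and fell by 1.17 (adjusted p = 8.1e-06) directly between the siRNAs.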

*Hspb6*, which associates with actin, is a cardioprotector under stressful conditions [62] and its mRNA was downregulated in association with dystrophin deficiency in this experiment.

Z-disc and costamere and their associated molecules function as mechanosensors in striated muscles, and their perturbation can result in architectural distortion of the affected muscle cells [63]. Hence, mutations in some genes involved in this area, such as titin and titin-cap, can result in cardiomyopathy [64,65]. Titin-cap was downregulated in dystrophin-deficient myotubes in our experiment, as was myozenin 1, another Z-disc associated protein.

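*Tcap* had a log2 level of 13.29 ± 0.17 (SD, n = 7) with dystrophin siRNA, 14.09 ± 0.11 (SD, n = 4) in untreated and 13.84 ± 0.17 (SD, n = 7) in GL2 siRNA-treated myotubes, with untreated array 2 below the other untreated arrays. Directly between the siRNAs it fell by 0.55 (adjusted p = 9.8e-04). *Myoz1* fell by 1.87 (SE 0.14, adjusted p = 1.9e-07) against untreated myotubes, from 12.25 ± 0.05 (SD, n = 4) to 10.38 ± 0.35 (SD, n = 7). Its level with GL2 siRNA was 12.84 ± 0.11 (SD, n = 7), and the direct difference was -2.46.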

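*Cmya5* (myospryn), which binds desmin and titin beside the Z-disc, was at -0.03 (adjusted p = 0.95) with GL2 siRNA against untreated myotubes. Directly between the dystrophin and GL2 siRNAs it fell by 0.82 (adjusted p = 2.1e-05), from a level of 12.01 ± 0.15 (SD, n = 7) with GL2 siRNA.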

Expression of the myospryn gene was downregulated by dystrophin deficiency in our model. It is also downregulated in both DMD [19] and *mdx *[40]; and single nucleotide polymorphisms at the myospryn locus are associated with ventricular hypertrophy [66]. This gene is expressed exclusively in heart and skeletal muscle during embryogenesis and in adult striated muscle [67]. Interestingly, as it was mentioned earlier myospryn protein is a docking molecule for protein kinase A at the costamere, and involved in localising and specifying signal transduction at this region [40].

## Conclusion

Our work depicts a specific transcriptome associated with dystrophin deficiency, with minimal noise from non-specific complications such as non-clonal cells or biopsy-associated issues such as necrosis/degeneration/regeneration. While our results are affirmatively reproducing several previous *in vitro *and *in vivo *experiments, indicating the soundness of the data, they additionally suggest that dystrophin may be crucial for proper development of striated muscles as an organized contractile unit, implicating a novel pathophysiology for DMD. Dysregulation of several molecules converging at functions associated with the contractile unit of the myofibers is indicative of an aberrant myogenesis process resulting in maldeveloped myofibers which may be susceptible to physical or cytotoxic stress. Future experiments should include time course studies to identify longer-term sequelae of dystrophin deficiency. These data complement our previous *in vivo *work with dystrophin shRNAs expressed from AAV vectors [23], which suggested that the presence of dystrophin is not as essential after striated muscles have fully developed. Accordingly, transient gene therapy or other approaches to counter dystrophin-deficiency at early stages of skeletal muscle maturation might confer long lasting therapeutic benefit. In addition, the identification of dysregulated genes linked to dystrophin deficiency will provide insights and experimental approaches to define novel therapeutic targets for the potential treatment of DMD.

## Methods

### Cell culture & siRNA transfection

Primary muscle cultures were prepared from limb muscles of 3 to 5 day old mice, as described previously [68]. Seven biological replicates of primary myoblasts treated with the siRNA targeting dystrophin, or the siRNA targeting GL2 luciferase (as treatment controls), and 4 replicates of untreated primary myoblasts were prepared on four occasions. In order to have a uniform cell population between replicates at each instance, the muscle cell homogenates from different mice were mixed well and the resulting cell mixture was used to prepare the cultures. The cells were seeded in 150 cm^2 ^tissue culture plates and one animal per plate was used. After approximately 48 hours, the cultures were about 60% confluent and were subjected to the first transfection with siRNAs. The siRNA targeting dystrophin had been designed using an algorithm developed by Cenix BioScience GmbH (Dresden, Germany) and manufactured by Ambion (Austin, USA) (see [23] for more details). The control siRNA targeting firefly GL2 luciferase was ordered from Dharmacon (Lafayette, USA). siRNAs were introduced into the primary muscle cultures at a final concentration of 100 nM using Oligofectamine transfection reagent (Invitrogen, Paisley, UK), following the manufacturer's instructions. Briefly, at the time of transfection, media were replaced with 13.5 ml per plate of complete DMEM supplemented with 10% serum. To transfect the cells in each plate 45 μl oligofectamine was gently diluted in 105 μl OptiMEM (Invitrogen) and incubated at room temperature for 10 minutes. The oligofectamine preparation was then added to 75 μl (20 μM) oligonucleotide already diluted in 1275 μl of OpiMEM, mixed gently and incubated for 20 minutes at room temperature before adding to the plates. 7 hours after transfection 15 ml of complete DMEM supplemented with 20% serum was added to each plate. 96 hours after seeding, when cultures were fully confluent, media were changed to serum-free Dulbecco's Minimal Essential Medium (DMEM) to induce differentiation of myoblasts, and a second transfection was performed at this time in serum free media as explained above. Cells were harvested for protein and total RNA assays 48 hours after the second transfection.

### RNA isolation

Total RNA was extracted using PARIS kit (Ambion) according to the manufacturer recommended protocol. The quality of RNAs was checked using Agilent Bioanalyser (Santa Clara, USA). RNAs were stored at -80°C until used.

### Antibodies

We used the following antibodies in this experiment: mouse monoclonal antibody NCL-DYS2 detecting the C-terminus of dystrophin (Clone Dy8/6C5; Novocastra Laboratories, UK), Nedd-4 mouse monoclonal antibody detecting Nedd-4 (Transduction Laboratories, USA) and Goat anti-mouse HRP-secondary antibody (Jackson ImmunoResearch Laboratories, USA).

### Western Blotting

Protein extracts were obtained by using a small portion of the same cell samples lysed for RNA isolation using a PARIS kit (Ambion) as instructed by the manual. The cell lysates were added with equal volumes of 2× lysis buffer. 1× lysis buffer contained 75 mM Tris-HCl (Sigma-Aldrich, UK) pH 6.8; 10% SDS (Sigma-Aldrich); 20% Glycerol (Sigma-Aldrich); 200 mg/ml EDTA (Sigma-Aldrich) and 20 μg/ml phenylmethylsulfonyl fluoride (Sigma-Aldrich). Cell lystes were then passed through a 25 gauge hypodermic needle several times to shear DNA and hence reduce viscosity. DTT (Dithiothreitol, Sigma-Aldrich) and bromophenol blue were excluded from the buffer in this stage as they interfered with protein assay. To determine the total protein amount in samples, the BCA protein assay kit and protocol (Perbio Science, UK) was used. Twenty micrograms of each of the samples was run on Tris-Acetate 3-8% NuPAGE gels (Invitrogen) using Tris-acetate SDS running buffer (Invitrogen) for dystrophin detection.

### RNA amplification and Illumina expression array chip hybridisation

The RNA amplification, chip hybridization and data extraction was done as a service by The Centre for Applied Genomics, Toronto, Canada. Illumina MouseWG-6_V1_1 gene expression arrays (San Diego, USA) were used for global gene expression studies. 250 ng total RNA was used to make amplified cRNAs using Illumina TotalPrep RNA amplification kit (Ambion). 1.5 μg cRNA was then hybridized to each microarray chip following manufacturer instructions. The signals were detected and gathered using BeadArray Reader (Illumina). The data were then uploaded to Bead Studio software (Illumina) and after qualitative evaluation, the text file data were extracted and statistically analyzed as explained below. Gene expression data have been deposited in Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/geo/index.cgi with the assigned GEO accession number GSE20548.

### Statistical analysis

Background correction was made as described by Irizarry et al. [69]. The background corrected data were then transformed into log2 scales, and quantile normalisation was performed between arrays as previously described [70]. The three-step normalisation procedure was carried out using the Lumi software package for the R programming environment [71]. To assess differential gene expression, LIMMA (linear models for microarray data) method [72] was used. *p *values were adjusted for multiple testing using the Benjamini and Hochberg method.

### RT-qPCR and primers

RNA samples were first treated with DNase I (Qiagen, Germany) as instructed by the manufacturer to remove possible DNA contaminations. 1 μg total RNA was then reverse transcribed using the Supercript III reverse transcription kit (Invitrogen) following manufacturer instructions. 1-2 ul of 1:5 diluted cDNA were used for quantitative PCR reaction using Brilliant II fast SYBR Green qPCR master mix (Agilent Technologies) in a total of 15 μL reaction volume. PCR reaction was carried out as follows: 10 minutes at 95°C followed by 40 cycles at 95°C for 20 s and 60°C for 60 s. Specificity of the PCR product was checked by melting-curve analysis using the following program: 55°C increasing 0.5°C in 60 steps, each step was 10 s temperature. Expression levels were calculated according to the ΔΔCt method normalised to the Elval1 mRNA expression. 

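*Elavl1*, an RNA-binding protein of most cells, had a mean log2 level of 11.95 over the 18 arrays with an SD of 0.0547. This was rank 14 from the lowest SD among the 14994 probes detected on all arrays, whose median SD was 0.212 and lowest 0.0287. The gene was at -0.00 with dystrophin siRNA and 0.05 with GL2 siRNA against untreated myotubes. Its other probe was detected on 0 arrays.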

The *Elval1 *gene was used as an internal normaliser, as it showed the least variation (based on our microarray data) among all different replicates and conditions.

RT-qPCR primers were designed at exon-exon boundaries using Primer 3 software [73], unless mentioned otherwise (Additional file 6). The primers were initially tested by running an end-point PCR for each using SybrGreen master mix. The products were run on agarose gel for the product size as well as being used to perform melting curve analysis.

### Animal husbandry

Animals were bred in-house and food and water provided ad libitum. They were maintained, and experimentation conducted under statutory Home Office recommendation, regulatory, ethical and licensing procedures and under the Animals (Scientific Procedures) Act 1986 (PPL 70/6160).

## Abbreviations

DMD: Duchenne muscular dystrophy; RNAi: RNA interference; siRNA: small interfering RNA; IPA: Ingenuity Pathway Analysis; DAVID: Database for Annotation, Visualization and Integrated Discovery; PKA: protein kinase A.

## Authors' contributions

GD and MMGS designed the experiment. MMGS made primary cell cultures, performed RNAi, prepared the RNA, conducted qRT-PCR and performed GO and IPA analyses. CT helped with RNA and RT-qPCR data preparations. IRG helped with the cell culture and western blot experiment. TA helped with RNAi. PH performed statistical analysis of microarray data. GD, MMGS, CT, TA and PH wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **A table listing genes initially prepared from genes changing by dystrophin deficiency**. Click here for file

Additional file 2 **A table listing all genes changing by dystrophin deficiency that was used for further GO and IPA analyses**. Click here for file

Additional file 3 **A table listing changing genes common to "dystrophin siRNA treated versus untreated samples" and "GL2 siRNA treated versus untreated samples" comparisons**. Click here for file

Additional file 4 **A table listing enriched GO terms amongst genes changing by dystrophin deficiency**. Click here for file

Additional file 5 **A table listing predicted networks by IPA to be dysregulated by dystrophin deficiency**. Click here for file

Additional file 6 **A table listing primers used for RT-qPCR**. Click here for file

# Supplementary material for: Transcriptomic analysis of dystrophin RNAi knockdown reveals a central role for dystrophin in muscle differentiation and contractile apparatus organization
**Source:** BMC Genomics. 2010 Jun 1;11:345. doi: 10.1186/1471-2164-11-345
**Supplement:** Additional file 6 — A table listing primers used for RT-qPCR.

**Additional data file 6.** Primers used for RT-qPCR.

| **Gene Name** | **Forward Sequence (5’>3’)** | **Reverse Sequence (5’>3’)** | **Comment** |
| --- | --- | --- | --- |
| *Elval1* | AGACCACAGGTTTGTCCAG | ATAGGGGAGAACCTGAATCT | Exon boundaries |
| *Ampd1* | GCCTGAGAAAGGAACGAG | GCACAGGACTCTTCTTTAAATTC | Exon boundaries |
| *Cyfip2* | GTACGGCTCTCCAGGAAT | CTCCCCCTCTTTGATGTAG | Exon boundaries |
| *Gabrd* | TGGACCTAGAGAGCTATGG | ACAGTGGTGATGCCTAGAGA | Exon boundaries |
| *Hspb6* | GCCCAGGTGTCCACG | CGTGTTCATCCGGGCG | Manual design |
| *Mybpc2* | TTCTCAAGACAGGAATCACC | ACACCACCTTTGGCTTAG | Exon boundaries |
| *Pvalb* | ACAAAGACAAAAGTGGCTTC | GAATTCTTCAACCCCAATC | Exonic |

How the deposited data were processed for this re-analysis (not part of the article)

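Primary myotubes of C57BL/10 mice aged 3 to 5 days were given siRNA at 100 nM on days 2 and 4 and harvested on day 6, after 48 h in differentiation medium. RNA of 7 cultures with the siRNA against dystrophin, 7 with the siRNA against GL2 and 4 untreated cultures was read on Illumina MouseWG-6 v1.1 arrays, 1 array per culture. The paper states that muscle cells of different mice were mixed at each of 4 occasions and that the cultures of an occasion came from that mixture. The main fit has no block, so its p-values rest on a spread that mixes cultures and occasions. Both limma and the permutation test treat the cultures as independent, although cultures of 1 occasion share a mixture. The text does not name the arrays of each occasion.

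The authors deposited the mean bead signal of every probe on every array, in units of intensity on a linear scale without background correction, and the detection p-value of each, both exported from BeadStudio. They also deposited values after their processing, as intensity on a linear scale. By their methods these were background corrected after Irizarry et al., log2 transformed and normalized by quantiles between arrays with lumi, which the submitters' notes name without a version, and the column medians lie between 15.44 and 15.50. The unit of every column was tested on the values before a test was chosen. All per-sample columns were used.

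The values reported were computed from the deposited bead signals in R 4.3.3 with limma 3.58.1. The background was corrected with the RMA model, values were log2 transformed and normalized by quantiles, and no probe was filtered. Against the authors' values on the log2 scale the median absolute difference was 0.09 and the largest 0.34. All 3 groups and 18 arrays entered 1 linear model (lmFit, eBayes), with 3 comparisons: dystrophin siRNA against untreated, GL2 siRNA against untreated, and dystrophin siRNA against GL2 siRNA. The first and second are lists 1 and 2 of the paper, and the third is a direct test that the paper does not report. P-values were adjusted by Benjamini-Hochberg over all 46632 probes, and the threshold was an adjusted p under 0.05. The dystrophin-specific list holds probes past the threshold in the first comparison and not in the second. The final list holds those of them that changed by more than 1.5 fold, and probes past the threshold in both comparisons in opposite directions that changed by more than 1.5 fold in the first. For the level of *Dmd*, an exact permutation test was run. Intervals of shares are Clopper-Pearson at 95% and cover counting error only.

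Of the 46632 probes, 29976 had 1 gene symbol in the annotation, 10 had several, 122 were named from the paper's tables and 16524 had none, and 22 symbols were updated to current ones. The symbols cover 17806 genes. The annotation gives no genome build, so no positions are printed. A gene is represented by the probe that Additional file 2 names, otherwise by the probe with the smallest p in Additional file 1, and otherwise by its brightest probe. Other probes detected on at least 4 arrays are given where they differ in passing the test of dystrophin siRNA against untreated. Between 17551 and 18530 probes were detected per array. The median signal per array was 98.6 to 111.8 in untreated, 94.3 to 105.2 in GL2 siRNA-treated and 92.6 to 110.9 in dystrophin siRNA-treated myotubes. In all, 19437 probes were detected on at least 4 arrays, 14994 on all 18 and 25144 on none. A probe that no array of a group detected is at the background there, so its change is given only as a bound, the mean of the other group over the lowest detected level of the arrays of the dim group.

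The genes named in the text follow a rule: every gene that Table 1, Table 5, Fig. 2 or the paper's text names, the 15 higher and 15 lower probes with the largest change in each comparison without overlap between the groups, and members of fixed lists past the threshold. Results of a few of these genes are not reported here. The values in Table 1 and Additional files 1 to 3 had been seen when the rule was written. Genes given as examples of the sets in Table 3, Table 4 and Additional file 4 were chosen after their values were seen. The alternatives, the named-gene rule and 21 fixed gene lists were set before the data were examined, the lists from general knowledge after reading the paper, whose tables name many of their members. They cover fast-fibre genes, slow-fibre genes, embryonic muscle genes, myogenic regulators, sarcomere scaffold genes, the dystrophin-associated complex, excitation-contraction coupling, the neuromuscular junction, ion channels and pumps, glycogen and glycolysis, oxidative metabolism, atrophy, the interferon response, the unfolded protein response, the cell cycle, and markers of fibroblasts, macrophages, endothelium, adipocytes, Schwann cells and smooth muscle. Another 9 lists were taken from the paper's tables and are not independent evidence. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, which compare a list with other genes, and with fry, which tests whether the members move one way. The dystrophin-associated complex was also tested without *Dmd*, after the data were seen. Enrichment in the final list was tested with Fisher's exact test, one-sided, against all genes with a probe, adjusted over the 21 lists. The lists stand in for the DAVID and IPA terms, whose gene tables the paper does not give in full. Some members have no probe with their symbol, such as *Myh3*, *Mylpf*, *Scn4a* and *Isg15*.

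Arrays were checked for pairing by number. Dystrophin siRNA and GL2 siRNA arrays of the same number correlated at 0.351 to 0.517 in their deviations from the group means, and 6 of the 7 correlated best with their own number. For untreated arrays the range was -0.055 to 0.208 with dystrophin siRNA and -0.071 to 0.272 with GL2 siRNA. The fit does not use the numbers, and a fit with replicate number as a block is among the alternatives. Number 3 joins untreated array 3 of cluster 3 to siRNA arrays of cluster 2. Number 4 joins untreated array 4 of cluster 4 to siRNA arrays of cluster 3. Against untreated, this block therefore crosses the clusters of arrays, and its results there are given only as an alternative. The pipeline was tested on simulated data in which 200 probes changed. In the comparison of dystrophin siRNA with untreated it recovered 47.8% of the probes changed 1.5 fold, 88.1% of those changed 2 fold and 95.5% of those changed 4 fold, with 4.19% of its calls false. With GL2 siRNA against untreated the shares were 44.8%, 83.6% and 95.5%, with 1.26% false, and between the siRNAs 61.2%, 88.1% and 95.5%, with 4.95% false.

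The alternatives set in advance were no background correction, neqc with an offset of 16, normexp with an offset of 50, the authors' values, median centring in place of quantiles, a filter on probes detected on at least 4 arrays, only the compared groups in the fit, replicate number as a block, array weights, eBayes with trend and robust, each of the 18 arrays left out in turn, other thresholds for the lists, and the brightest probe for every gene. Slide as a block was not run, since no file names the slides. A block of 4 clusters of arrays was added after seeing the data, on the values computed here and on the authors' values. For each comparison 100 splits of the arrays were drawn, the real split included, and for the siRNA pairs all 64 swaps. The RT-qPCR and western blot measurements have no deposited files and were left out, and Additional file 2 was read as a copy with 330 of the 333 genes the paper states.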

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

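The tests by other splits of the arrays, by swaps within pairs and on the fast-fibre and slow-fibre genes were chosen after the result was seen. In 318 groups of arrays (104 genes and 2 measures of the arrays) an array was tested for lying far from the rest of its group, and 21 groups held such an array. Chance gives about 1 in 20 groups, so these arrays are not shown to be unusual.

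Among untreated arrays, array 1 stood apart in *Chrne* (5.24, others 6.31 to 6.47), *Eef1a2* (10.30, others 9.97 to 10.01), *Kcnma1* (4.67, others 4.45 to 4.48) and *Scml4* (5.41, others 4.71 to 4.76). Array 2 was lower in *Tcap* (13.92, others 14.13 to 14.16) and *Pfkm* (14.24, others 14.40 to 14.43), and array 3 in *Cox8b* (13.12, others 13.35 to 13.36). Array 4 was lower in *Ky* (11.08, others from 11.18), *Cfl2* (8.47, others 8.82 to 8.89) and *Xirp2* (10.58, others 10.99 to 11.02). Among GL2 siRNA arrays, array 3 was lower in *Pfkm* (14.22, others 14.40 to 14.53), *Casq1* (12.33, others 12.57 to 12.73) and *Ryr1* (12.85, others 13.03 to 13.15). Array 1 was higher in *Ppp1r3c* (12.59, others 11.66 to 12.05) and array 2 lower in *Camta1* (6.86, others 7.23 to 7.48). Among dystrophin siRNA arrays, array 1 was higher in *Pvalb* (10.01, others 8.76 to 9.08) and *Atp1b2* (8.24, others 7.17 to 7.58), and array 4 in *Capn3* (8.45, others 7.88 to 8.11). Array 6 was lower in *Pfkm* (13.52, others 13.74 to 13.84) and *Myot* (8.02, others 8.62 to 9.02), and array 3 in *Ttn* (14.50, others 14.81 to 15.00).

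The paper reports none of the next 10 genes, the 5 lower and 5 higher ones with the largest change with GL2 siRNA among genes outside its text and tables whose groups did not overlap. Lower with GL2 siRNA than in untreated myotubes were *Myl2*, a slow and cardiac myosin light chain, at -3.54 (SE 0.44, adjusted p = 2.1e-04), *Mettl21c*, a muscle methyltransferase, at -3.28 (SE 0.33, adjusted p = 1.5e-05), and *Myl3*, another slow light chain, at -2.83 (SE 0.20, adjusted p = 3.1e-07). *Myh2*, a fast oxidative myosin heavy chain, was at -2.73 (SE 0.50, adjusted p = 0.0091, and 0.052 with only the compared groups in the fit), and *Rcan1*, a calcineurin inhibitor, at -2.52 (SE 0.44, adjusted p = 0.0059). Higher were *Fam107a*, an actin-associated gene, at 1.82 (SE 0.20, adjusted p = 4.6e-05), *Scml4*, a Polycomb-related gene, at 1.75 (SE 0.19, adjusted p = 3.1e-05), *Ephb1*, an ephrin receptor, at 1.58 (SE 0.19, adjusted p = 1.6e-04), and *Ccl21b*, a chemokine, at 1.46 (SE 0.27, adjusted p = 0.011). In *Scml4* untreated array 1 was at 5.41. The other untreated arrays were at 4.71 to 4.76, below their lowest detected levels (4.87 to 4.99), so its untreated level is mostly background. The call of *Ccl21b* ended without untreated array 1 or 4 (adjusted p = 0.069). *Prom2*, a membrane protein, was at least 1.97-fold higher (adjusted p = 2.1e-04). None of these genes passed with dystrophin siRNA against untreated (limma, adjusted p from 0.23 to 0.99). Directly between the siRNAs, dystrophin siRNA was higher in *Myl2* by 4.13 (adjusted p = 5.5e-07), in *Mettl21c* by 3.72 (adjusted p = 3.3e-08), in *Myl3* by 3.31 (adjusted p = 1.3e-10), in *Myh2* by 1.80 (adjusted p = 0.017) and in *Rcan1* by 2.68 (adjusted p = 1.2e-04). There *Fam107a* fell by 2.30 (adjusted p = 2.5e-08), *Ephb1* by 1.60 (adjusted p = 2.3e-06) and *Prom2* by 1.07 (adjusted p = 1.8e-04), *Scml4* was at least 3.41-fold lower, and *Ccl21b* was at -0.63 (adjusted p = 0.18).

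Against untreated myotubes the fast-fibre genes were lower with dystrophin siRNA (median -0.70) and the slow-fibre genes lower with GL2 siRNA (median -0.23), while the fast-fibre list with GL2 siRNA (0.32) and the slow-fibre list with dystrophin siRNA (0.088) did not pass at an estimated correlation, and 3 of the 27 members passed with both siRNAs, all 3 in opposite directions. The untreated arrays that the comparisons share do not account for the difference between the siRNAs. In the direct test, whose changes use no untreated array, 18 of the 27 members passed. With dystrophin siRNA, 9 fast-fibre genes were lower and 1 higher there, and 8 slow-fibre genes were higher. Which siRNA moved which list rests on the level of the untreated arrays. The direct test cannot decide that, so a shift in the untreated arrays stays open. A lower share of muscle among the cells would move both sets of genes alike, and between the siRNAs the slow-fibre median lay 1.71 above the fast-fibre median (quartiles -1.71 to -0.21 for fast and 0.02 to 2.45 for slow). GL2 siRNA left *Dmd* at 0.10 (limma, adjusted p = 0.79) against untreated myotubes. This argues against a loss of dystrophin transcript as the source of the lower slow-fibre genes with GL2 siRNA. Effects of GL2 siRNA on other targets stay open and untested there. For the fast-fibre genes with dystrophin siRNA, effects on other targets and an effect of dystrophin on fibre type stay open and untested.

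The arrays fell into 4 clusters, each with arrays of all 3 groups. The clusters followed the array numbers in each group. Untreated arrays 1 to 4 lay in clusters 1 to 4. Arrays 1, then 2 and 3, then 4 and 5, then 6 and 7 of each siRNA lay in the same order. The mean silhouette width was highest at 4 clusters (0.328, against 0.290 at 5), which is the number of preparation occasions in the paper, so occasions are a candidate explanation. Arrays of different groups correlated at a median of 0.288 within clusters (27 pairs) and -0.092 across them (78 pairs), and with the clusters as a block the authors' values gave the 545 probes of the paper's Additional file 1 and no others. With the macrophage and leukocyte markers regressed out, 14 of the 18 arrays stayed in the same cluster, and with signal level and detected probes regressed out 11 did, so RNA of these cells and signal level cannot be told apart from occasions, since both counts lie between the bounds set for them. No explanation from the conditions of the design was tested.

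More probes changed between the siRNAs (1882) than against untreated myotubes (461 and 394), where the fit has 4 untreated arrays in place of 7. With 4 of the 7 GL2 siRNA arrays, the median over 35 choices was 1140 (975 to 1717), so the smaller group does not account for the whole difference. Opposite responses of the siRNAs stay open. In each comparison 1 of 100 splits of the arrays, the real one, called as many probes, a share of 0.01 that 100 splits cannot go below. The highest other count was 138 with dystrophin siRNA against untreated, 10 with GL2 siRNA and 16 between the siRNAs. Other splits mix the groups, whose differences then enter the residual spread, so low counts (median 0) were likely in advance. The splits also ignore the clusters of arrays, so they do not exclude chance. The split with 138 set untreated arrays 1 and 2 with dystrophin siRNA arrays 2 and 3, which lie in clusters 1, 2, 2 and 2. Of 64 swaps within pairs of siRNA arrays of the same number, only 1, the real one, called 1882 probes, and the highest other called 3.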

How the results depend on the processing

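The tests with the clusters of arrays as a block and with a background of detected genes were chosen after the results were seen. No gene named here changed direction past the threshold in any setting run, and the median change of all probes never moved by 0.1. Neither did the fast-fibre, slow-fibre, sarcomere scaffold and interferon lists change direction past the threshold. The other lists were not tested under most of these settings. Arrays show few changes near the background, where a change is given only as a bound. Against untreated myotubes and between the siRNAs, *Dmd*, *Pvalb*, *Mybpc2*, *Gabrd*, *Hspb6* and *Ampd1* kept their direction and passed in all 30 alternatives. *Dmd* ranged from -1.97 to -1.64 against untreated. The fast-fibre and sarcomere scaffold lists with dystrophin siRNA in both comparisons, and the slow-fibre list with GL2 siRNA and between the siRNAs, passed in all 33. Between 7 and 10 fixed lists were enriched in the final list in each setting, and 8 to 10 when 1 array was left out. The cause of the changes below was not tested.

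With a fold over 1.5 as well as the adjusted p, 896 probes differed between the siRNAs. Removing at unadjusted p left 249 specific and 200 final probes, 96.5% of the latter past the direct test. Camera with an estimated correlation gave adjusted p = 0.088 for slow-fibre genes and 0.35 for the interferon list with dystrophin siRNA, 0.32 for fast-fibre genes and 0.19 for interferon with GL2 siRNA, and 0.54 for interferon between the siRNAs. Fry gave 0.14 and 0.21 for interferon with dystrophin siRNA and between the siRNAs.

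Without background correction 749 probes changed with dystrophin siRNA and 854 with GL2 siRNA, 598 were specific, 135 final (75.6% lower, 92.6% past the direct test) and 151 shared (88 in the same and 63 in opposite directions). With normexp and an offset of 50 the values were 739, 839, 144 final (75.7% and 92.4%) and 148 (84 and 64). Neqc gave 755 with GL2 siRNA, 92.4% past the direct test and 135 shared (74 and 61). The detection filter, which tests fewer probes, gave 730, 824 and 152 shared (85 and 67), and an adjusted p = 0.14 for interferon between the siRNAs. Trend and robust gave 679 with GL2 siRNA and 122 shared (69 and 53). With replicate number as a block, which crosses the clusters of arrays against untreated, the counts were 403, 314 and 2632, and 77.7% of the final list was lower. With median centring 66.6% of 347 probes were lower with GL2 siRNA, against 53.0% of 394. With the clusters of arrays as a block 791, 1136 and 2966 probes changed, 613 were specific and 178 shared (108 and 70), and on the authors' values the block gave 700, 974 and 155 shared (91 and 64). Slide as a block was not run. Orders of counts did turn. More probes changed with GL2 siRNA than with dystrophin siRNA, and more shared probes went the same way than opposite ways, without background correction, with neqc (686 and 755 changed), normexp, the detection filter, trend and robust (644 and 679) and the cluster block on both sets of values. The first also held without dystrophin siRNA array 6 (355 and 399) or 7 (384 and 397), and the second without untreated array 2 or 3 (21 and 20 each) or GL2 siRNA array 1 (33 and 29). *Rpl3l* came ahead of *Dmd* by p in 4 settings, which the next part names.

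Leaving out each array gave 281 to 519 probes with dystrophin siRNA, 194 to 461 with GL2 siRNA, 1606 to 1898 between the siRNAs, 240 to 450 specific and 227 to 342 final (65.8% to 76.2% lower, 81.5% to 89.3% past the direct test), and 39 to 70 shared (17 to 33 in the same and 20 to 38 in opposite directions). Without untreated array 1 the counts were 306, 209 and 262 specific, with 75.5% of the final list lower, without array 2 243 with GL2 siRNA and 41 shared (20 opposite), without array 3 281, 196, 240 specific and 41 shared (20 opposite), with 76.2% of the final list lower, and without array 4 302, 194, 263 specific and 39 shared (17 in the same and 22 in opposite directions). Without GL2 siRNA array 7 the GL2 siRNA count was 247 and 81.5% passed the direct test, and without dystrophin siRNA array 6 75.7% of the final list was lower. *Cyfip2* ranged from -1.32 to -1.07, and ended without untreated array 1 (-1.16, adjusted p = 0.057) or 3 (-1.09, adjusted p = 0.076). Interferon between the siRNAs ranged from 0.003 to 0.14, and did not pass without GL2 siRNA array 4 (0.062) or 5 (0.14) or dystrophin siRNA array 2 (0.09) or 3 (0.052).

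Over 579 gene results per setting, 341 of them called, the calls ended and gained were 2 and 35 without background correction and with normexp, 3 and 20 with neqc, 8 and 0 on the authors' values, 17 and 2 with median centring, 40 and 2 with only the compared groups, 21 and 19 with the replicate block, 0 and 5 with array weights and 0 and 23 with trend and robust. The detection filter gave 0 and 28 of 567, the cluster block 0 and 47, and 0 and 43 on the authors' values. Leaving out each array ended 383 and gained 40 of 10422.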

Differences from the paper's values

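The fits with the clusters of arrays as a block are tests chosen after the results were seen. Table 1 gives folds, and on the log2 scale 33 of its 33 genes had the same direction here, with a median difference of 0.0239 and a largest of 0.184. Every change with dystrophin siRNA in Additional file 3 is over 1.5 fold (the smallest in the paper's file is 1.51), so genes changed in both comparisons were counted at that fold too. The paper's file lists 95 genes, of which the paper's 79 have a probe under their symbol here, and 41 genes (55 probes, some without a symbol) met both limits here. Of the 79, 38 were among them. In the same direction the paper's file has 50 genes, the paper's 35 with a probe, and here 11 did. In opposite directions the paper's has 45, 44 with a probe, against 30.

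Of the alternatives set before the data were examined, the detection filter (72) comes within 1.5 times of the paper's 95, and neqc (53), the detection filter and trend and robust (60) of its 79. No background correction (37), normexp with an offset of 50 (38), the authors' values (38), median centring (39), only the compared groups (36), replicate number as a block (47), array weights (46) and each fit without 1 array (26 to 44) come within neither. In the same direction, none of these alternatives comes within 1.5 times of the paper's 50, and the detection filter (29) and trend and robust (25) do of its 35. The others do not: no background correction and normexp (16 each), neqc (18), the authors' values (11), median centring and replicate number as a block (14 each), only the compared groups and array weights (12 each) and the fits without 1 array (6 to 14). The clusters of arrays as a block, chosen after seeing the values, gave 92 genes and 40 in the same direction, within 1.5 times of the paper's counts, with 75 of the 79 genes and so 4 dropped. On the authors' values it gave 84 and 37, with 77 of the 79 and so 2 dropped.

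Here 398 probes were specific to dystrophin siRNA, against the paper's 545 in Additional file 1, of which 349 were among them. The block of clusters on the authors' values, chosen after seeing the values, gave 545, with all of the paper's 545 and so none dropped, and its adjusted p for *Dmd* (9.5e-08) and *Rpl3l* (3.8e-08) match those in Table 1 at the digits printed. The paper does not state whether its fit had such a factor. Under this fit several of the differences listed in this part end, as given for each. The block on the values computed here gave 613, with 528 of them. The final list held 301 probes, 235 of them among the 330 in the copy of Additional file 2. With the block it held 392 (310 of the 330), and 381 (317) on the authors' values.

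The paper places *Rpl3l* ahead of *Dmd* by p. Here *Dmd* came first (adjusted p = 8.2e-09, against 2.3e-08). *Rpl3l* came first with median centring (7.0e-09 against 7.8e-09), replicate number as a block (2.9e-07 against 3.7e-06) and the clusters as a block on both sets of values (1.7e-08 against 4.0e-08, and 3.8e-08 against 9.5e-08), and the adjusted p-values were equal without GL2 siRNA array 6 (1.8e-08) and without dystrophin siRNA array 7 (1.1e-08). The paper calls *Elavl1* the gene that varied least. Here it had rank 14 of 14994 probes detected on all arrays, and between 13 and 34 under other ways of normalizing (25 without background correction). Over all 46632 probes, detected or not, its rank was 14, and 13 on the authors' values, 34 with median centring, 108 with normexp and an offset of 50, 207 without background correction and 2291 with neqc.

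The paper counts *Ttn* as dysregulated. It was at -0.06 (adjusted p = 0.93), and none of its 13 probes passed by limma. A dimmer probe at 0.54 (adjusted p = 0.073) passed without background correction (0.023), with neqc (0.045), normexp (0.022), the detection filter (0.031), array weights (0.047), trend and robust (0.02), without GL2 siRNA array 6 (0.047), and with the cluster block on the values computed here (0.0061) and on the authors' values (0.0088). The paper calls *Gpd1*, *Map3k9*, *Dusp19* and *Klf9* changed with dystrophin siRNA. *Gpd1* was at -0.87 (adjusted p = 0.14), and passed with replicate number as a block (0.0032), the cluster block (0.0047, and 0.0066 on the authors' values) and without dystrophin siRNA array 7 (0.022). *Map3k9* was at 0.88 (adjusted p = 0.12), and passed without background correction (0.045), with normexp (0.043), without dystrophin siRNA array 1 (0.044) and with the cluster block on both sets of values (0.012 here). *Dusp19* was at -0.47 (adjusted p = 0.11), and passed without background correction and with normexp (0.033 each), the detection filter (0.046), trend and robust (0.045) and the cluster block on both sets of values (0.026 here). *Klf9* was at -0.68 (adjusted p = 0.31), and passed only with the cluster block (0.017, and 0.024 on the authors' values). The cluster block was chosen after seeing the values.

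The paper also gives *Rpl3l*, *Clip4*, *Myoz1* and *Aak1* as changed with GL2 siRNA. *Rpl3l* was at 0.50 (adjusted p = 0.21), and passed without background correction (0.023), with normexp (0.024), replicate number as a block (0.019) and the cluster block on both sets of values (0.037 here). *Clip4* was at 0.39 (adjusted p = 0.088), and passed without background correction (0.014), with neqc (0.028), normexp (0.015), the detection filter (0.03), trend and robust (0.036) and the cluster block on both sets of values (0.021 here). *Myoz1* was at 0.59 (adjusted p = 0.058), and passed without background correction (0.0099), with neqc (0.031), normexp (0.0097), the detection filter (0.025), only the compared groups (0.0082), replicate number as a block (0.024), array weights (0.034), trend and robust (0.014), the cluster block on both sets of values (0.0084 here) and without dystrophin siRNA array 1 or 6 (0.016 to 0.022). *Aak1* was at 0.72 (adjusted p = 0.21), and passed with the cluster block (0.027, and 0.036 on the authors' values), chosen after seeing the values. *Pvalb*, *Phkg1* and *Chrne*, which the paper also calls, passed here, as did *Ky*, whose call ended without any 1 untreated array, in 3 other left-out fits (adjusted p from 0.051 to 0.11) and with only the compared groups (0.083).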

Other observations

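The tests within clusters of arrays and with the clusters as a block were chosen after the result was seen. Responses to foreign RNA are of interest where siRNA is given. Of 26 interferon and double-stranded RNA response genes, 1 was higher and none lower by limma with GL2 siRNA (9 higher and none lower when adjusted over the list alone, and 13 higher and 0 lower at an unadjusted p under 0.05). This was *Cxcl9*, a chemokine, at 0.90 (SE 0.20, adjusted p = 0.036), and the call ended in 8 of 18 fits that left out 1 array (adjusted p from 0.067 to 0.12). The median was 0.25 with GL2 siRNA (camera, adjusted p = 1.3e-07, and 0.19 with an estimated correlation) and 0.13 with dystrophin siRNA (0.0012 and 0.35), where none passed by limma and 8 were higher at an unadjusted p under 0.05. *Ifit1*, *Mx1*, *Ifih1*, *Cxcl10* and *Tlr3* were detected on no array.

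Genes of the neuromuscular junction were higher with GL2 siRNA, 3 of 12 with none lower by limma (6 higher when adjusted over the list alone and at an unadjusted p under 0.05), with a median of 0.33 (camera, adjusted p = 4.2e-05, and 0.059 with an estimated correlation). *Chrnd*, an acetylcholine receptor subunit, was at 0.60 (SE 0.12, adjusted p = 0.02). It did not pass with median centring or only the compared groups (0.065 to 0.096) or without untreated array 1, 3 or 4 (0.056 to 0.1). Of 29 sarcomere scaffold genes 1 was higher and 3 lower with GL2 siRNA (camera, adjusted p = 0.58), among them *Csrp3*, a stretch sensor, at -0.76 (SE 0.10, adjusted p = 6.2e-04) and *Xirp2*, an actin-binding repeat protein, at -1.30 (SE 0.19, adjusted p = 9.3e-04, with untreated array 4 below the others). Of 22 oxidative genes 1 was higher and 2 lower (camera, adjusted p = 0.62), with *Fabp3*, a fatty acid carrier, at -0.66 (SE 0.10, adjusted p = 0.0024) and *Cox8b*, a cytochrome oxidase subunit, at 0.66 (SE 0.11, adjusted p = 0.0031, with untreated array 3 below the others).

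Other lists with GL2 siRNA: of 22 ion channels and pumps 3 were lower and none higher by limma (4 higher and 8 lower at an unadjusted p under 0.05, camera, adjusted p = 0.025, or 0.073 with the clusters of arrays as a block, and 0.19 with an estimated correlation), of 18 genes of excitation-contraction coupling 1 was higher (0.0077 and 0.34), and of 16 myogenic regulators 1 was higher (0.03 and 0.34). Of 17 genes of the dystrophin-associated complex none passed by limma (3 higher and 1 lower at an unadjusted p under 0.05, camera, adjusted p = 0.99).

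With dystrophin siRNA, 1 of 14 atrophy genes was lower (camera, adjusted p = 0.41). This was *Fbxo32*, a ubiquitin ligase, at -1.53 (SE 0.36, adjusted p = 0.043). The call ended in 13 of 18 fits that left out 1 array (0.051 to 0.18), with neqc, on the authors' values and with only the compared groups (0.05 to 0.064), and the direct difference was -1.04 (adjusted p = 0.065, and 0.0087 with the clusters of arrays as a block). With GL2 siRNA none of them passed by limma (1 higher and 2 lower at an unadjusted p under 0.05, camera, adjusted p = 0.61). *Sort1* of Table 1, a sorting receptor, was at 0.73 (SE 0.15, adjusted p = 0.013) with dystrophin siRNA, and at an adjusted p of 0.077 without untreated array 1. Its other probes were at -0.37 (adjusted p = 0.089) and 0.36 (adjusted p = 0.31). The 6 genes that the study measured by RT-qPCR were all lower on the arrays, which is not independent evidence.

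The remaining lists had few or no genes past the test by limma, and are given with dystrophin siRNA first. Of 22 cell cycle genes none passed (5 and 4 higher at an unadjusted p under 0.05, camera, adjusted p = 6.3e-07 and 8.8e-04, and 0.088 and 0.32 with an estimated correlation). Of 6 embryonic genes none passed (1 lower, and 2 higher, at an unadjusted p under 0.05, camera, adjusted p = 0.5 and 0.19). Of 12 unfolded protein response genes none passed (0 at an unadjusted p under 0.05 in both, camera, adjusted p = 0.81 and 0.36). Of 14 fibroblast and matrix markers none passed with dystrophin siRNA (0 at an unadjusted p under 0.05, camera, adjusted p = 0.3), and with GL2 siRNA 1 was lower (5.3e-05, and 0.34 with an estimated correlation). This was *Col5a1*, a collagen, at -0.48 (SE 0.10, adjusted p = 0.02), and the call ended without any 1 untreated array (0.053 to 0.076), with only the compared groups and with replicate number as a block (0.054 to 0.057). Of 8 adipocyte markers 1 was lower with dystrophin siRNA, *Cidea*, a lipid droplet gene, at -0.97 (SE 0.15, adjusted p = 0.0014, camera for the list 0.32), and none passed with GL2 siRNA (0 at an unadjusted p under 0.05, camera, adjusted p = 0.2). None passed of 10 endothelial markers (1 higher, and 1 lower, at an unadjusted p under 0.05, camera, adjusted p = 0.94 and 0.7), 5 Schwann and glial markers (0 in both, 0.12 and 0.22, the first 0.037 with the clusters of arrays as a block and 0.16 with an estimated correlation there) and 6 smooth muscle markers (1 higher in both, 0.79 and 0.42). Of the macrophage and leukocyte markers none passed with GL2 siRNA (1 higher and 3 lower at an unadjusted p under 0.05). Of these markers *Itgam*, *Ptprc* and *Cd163* were detected on no array, and the mean deviations of the list in the 4 clusters of arrays were 0.07, -0.16, 0.55 and -0.43.

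Within each of the 4 clusters of arrays, the median of the slow-fibre genes between the siRNAs was 0.63 to 1.02 and that of the fast-fibre genes -1.09 to -0.67.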
